# Comparative Genome-Wide Transcriptional Analysis of Al-Responsive Genes Reveals Novel Al Tolerance Mechanisms in Rice

**DOI:** 10.1371/journal.pone.0048197

**Published:** 2012-10-26

**Authors:** Tomokazu Tsutsui, Naoki Yamaji, Chao Feng Huang, Ritsuko Motoyama, Yoshiaki Nagamura, Jian Feng Ma

## Abstract

Rice (*Oryza sativa*) is the most aluminum (Al)-tolerant crop among small-grain cereals, but the mechanism underlying its high Al resistance is still not well understood. To understand the mechanisms underlying high Al-tolerance, we performed a comparative genome-wide transcriptional analysis by comparing expression profiling between the Al-tolerance cultivar (Koshihikari) and an Al-sensitive mutant *star1* (*SENSITIVE TO AL RHIZOTOXICITY 1*) in both the root tips and the basal roots. Exposure to 20 µM AlCl_3_ for 6 h resulted in up-regulation (higher than 3-fold) of 213 and 2015 genes including 185 common genes in the root tips of wild-type and the mutant, respectively. On the other hand, in the basal root, genes up-regulated by Al were 126 and 2419 including 76 common genes in the wild-type and the mutant, respectively. These results indicate that Al-response genes are not only restricted to the root tips, but also in the basal root region. Analysis with genes up- or down-regulated only in the wild-type reveals that there are other mechanisms for Al-tolerance except for a known transcription factor ART1-regulated one in rice. These mechanisms are related to nitrogen assimilation, secondary metabolite synthesis, cell-wall synthesis and ethylene synthesis. Although the exact roles of these putative tolerance genes remain to be examined, our data provide a platform for further work on Al-tolerance in rice.

## Introduction

Aluminum (Al) toxicity is a major factor limiting crop production on acid soils, which comprise approximately 40% of the world’s arable soils and up to 70% of potentially arable land [1]. At soil pH below 5.0, toxic forms of Al (mainly Al^3+^) are solubilized into the soil solution, which inhibit root growth and function, consequently reducing crop yields [2], [3]. However, there is a great variation for the ability to withstand Al-toxicity between plant species and cultivars within a species. To survive on acidic soils, some plant species or cultivars have evolved mechanisms to tolerate high levels of toxic Al. Many mechanisms for both Al-tolerance and -toxicity have been proposed [3].

Rice (*Oryza sativa*) is the most Al-tolerant crop among small-grain cereals [4]. A number of quantitative trait loci (QTLs) for Al-tolerance have been identified in rice by using different populations [5], but responsible QTL genes have not been isolated. Recently, through genome-wide association analysis and QTL mapping, 48 loci associated with Al^3+^ tolerance have been identified [6] in rice. On the other hand, mutant approaches have revealed an ART1-regualted Al-tolerance mechanism in rice [7]. ART1 (AL^3+^ RESISTANCE TRANSCRIPTION FACTOR 1) is a Cys2His2-type zinc-finger transcription factor [8]. ART1 is constitutively expressed in the roots and its expression is not induced by Al^3+^ treatment. ART1 regulates the expression of at least 31 genes with a cis-element [GGN(T/g/a/C)V(C/A/g)S(C/G)] (ART1-binding affinity of nucleotides with small characters is weaker than those with large characters) [9]. Among them, only six genes have been functionally characterized. *OsSTAR1* and *OsSTAR2* (*SENSITIVE TO ALUMINUM RHIZOTOXICITY 1 & 2*) encode a ATP-binding domain and a transmembrane domain, respectively, of a bacterial-type ATP binding cassette (ABC) transporter, which transports UDP-glucose [10]. The complex is implicated in cell wall modification [10]. *OsFRDL4* (*FERRIC REDUCTASE DEFECTIVE3-LIKE 4*) encodes a citrate transporter, which secretes citrate from the roots to chelate Al in the rhizosphere [11]. On the other hand, *OsNrat1* (*NRAMP ALUMINUM TRANSPORTER 1*) encodes an Al transporter localized at the plasma membrane, which transports Al into the cells [12], while *OsALS1* (*ALUMINUM SENSITIVE 1*) encodes a tonoplast-localized transporter for Al, which sequestrates Al into the vacuoles [13]. Recently, up-regulation of a Mg transporter, OsMGT1 (MAGNESIUM TRANSPORTER 1), is reported to be required for conferring Al-tolerance in rice [14]. All of these genes are specifically induced by Al and knockout of either gene results in decreased Al-tolerance, indicating their important roles in Al-tolerance. However, the mechanisms underlying high Al-tolerance in rice are not fully understood at the molecular level.

In the present study, we performed a genome-wide transcriptional analysis of Al-responsive genes in rice. By comparing transcriptional profiling between a wild-type rice and an Al-sensitive rice mutant *star1*, we found that rice possesses novel mechanisms of Al-tolerance in addition to ART1-regulated mechanism in rice.

## Materials and Methods

### Plant Materials and Growth Conditions

Seeds of wild-type rice (*Oryza sativa* cv. Koshihikari) and an Al-sensitive mutant, *star1* [10], were germinated for 2 days at 30°C. The seedlings were then transferred to a plastic net floating on a 0.5 mM CaCl_2_ solution in a 1.5 L plastic box. At day 4, the seedlings were exposed to a 0.5 mM CaCl_2_ solution (pH 4.5) containing 0 or 20 µM AlCl_3_. Root length was measured with a ruler before and after 6 h treatments. Ten seedlings were used for each treatment.

**Figure 1:**
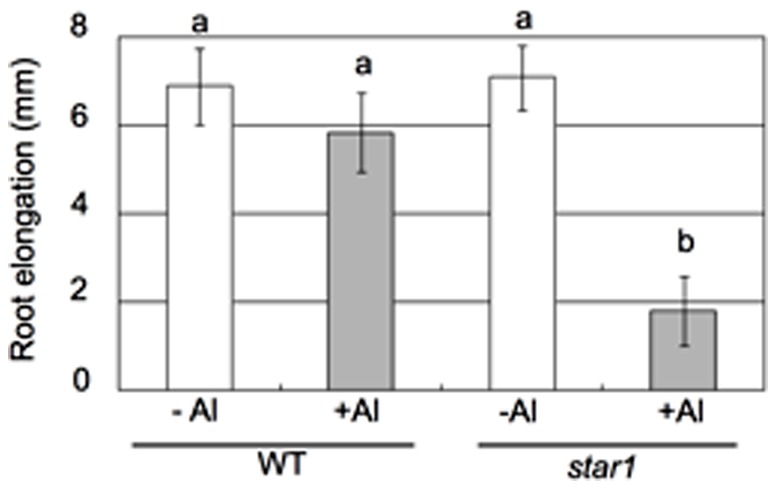
Al-induced inhibition of root elongation. Seedlings (6-d-old) of both wild-type rice (WT) and an Al-sensitive mutant (*star1*) were exposed to a 0.5 mM CaCl_2_ solution (pH 4.5) containing 0, 20 µM Al for 6 h. The root length was measured with a ruler before and after Al treatment. Error bars represent ± SD (*n* = 10). Different letters indicate significant differences at *P*<0.05 by Tukey’s Honestly Significantly Different test.

**Figure 2:**
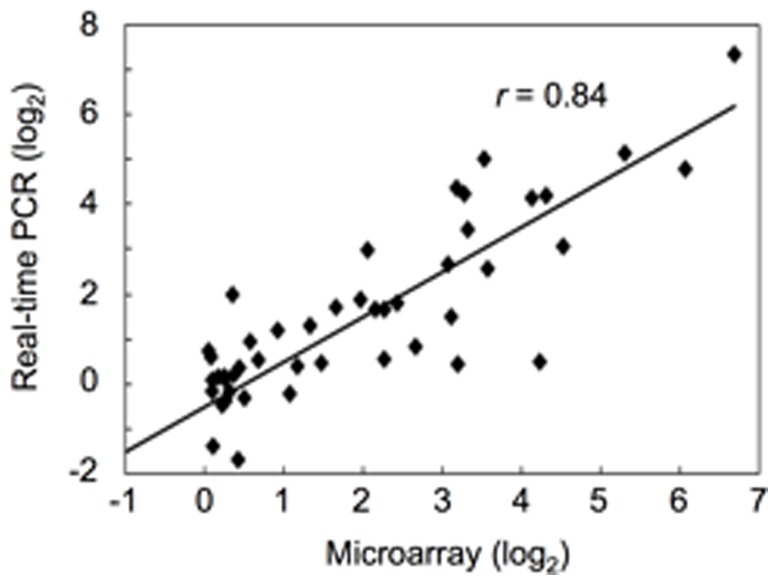
Correlation of gene expression ratio between microarray data and quantatitive RT-PCR data. Twelve genes randomly selected were subjected to quantitative real-time PCR analysis. OsHistone H3 was used as an internal standard. Microarray data (fold change of gene expression) were plotted against data (fold change of gene expression) from quantitative real-time PCR. Both x- and y-axes are shown in log^2^ scale. *r* indicates correlation coefficient.

### RNA Isolation, Microarray and Data Analysis

Root tips (0–1 cm) and basal region (1–2 cm) of the roots (20–30 plants per sample) were excised from the seedlings of both wild-type rice and *star1* mutant which had been exposed to 20 µM AlCl_3_ for 6 h and immediately frozen in liquid nitrogen. Total RNA was isolated using the RNeasy Plant Mini Kit (Qiagen, Germany). The RNA quality was assessed on agarose gels and with the Nanodrop ND-1000 (Thermo Fisher Scientific, USA). Microarray analysis was performed according to Agilent Oligo DNA Microarray Hybridization protocols using the Agilent 44 K Rice Oligo DNA Microarray RAP-DB (Agilent Technologies, USA; G2519F#15241) [15] with three biological replicates (Agilent Technologies, USA; G2519F#15241) [15]. The hybridized slides were scanned using a DNA microarray scanner (Agilent Technologies, USA). Signal intensities were extracted by Feature Extraction software (Agilent Technologies, USA). For statistical analysis, we excluded genes we excluded genes with low signal intensities less than 500 (sum of +Al and –Al signal intensity) in all treatments of the wild-type and *star1* mutant. This is based on expression level of known Al-tolerance genes (10–14). The average value (arithmetic mean) of fold change (the ratios of Cy3 and Cy5) and standard deviation (SD) of each probe were calculated using three biological replicates. Since the expression of known Al-tolerance genes is usually up-regulated by higher than three folds (10–14), we extracted genes up-regulated or down-regulated by Al more/less than three-fold in the wild-type and *star1* mutant. 

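On each deposited array, 45151 spots were read, of which 1417 were control spots and 1629 carried no locus of the Rice Annotation Project (RAP). The remaining 42105 spots held 41889 probes of 29689 RAP loci. With the processed signals averaged over the arrays of each group, the minimum of 500 for the sum of the +Al and −Al signals in at least 1 group left 26699 probes of 18208 loci, 5462 of them with more than 1 probe. A locus was counted as responsive when the arithmetic mean of the fold changes of at least 1 of its probes reached 3, or fell to 0.333 or lower. The sample labels give 4 replicates per group, whereas the paper gives 3, and all 4 were used. The means and SDs printed in the paper's tables and supplementary tables were matched by the 4 arrays together for 96.6% and 98.9% of the genes printed for the root tips and the basal root region of wild-type rice, and for 94.9% and 98.9% of those printed for the *star1* mutant. The set of 3 arrays with the most matches gave 9, 29, 12 and 16 genes in the same order. A match allowed 0.5% plus 0.005 for the mean and 2% plus 0.006 for the SD.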

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE40964 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE40964).

**Figure 3:**
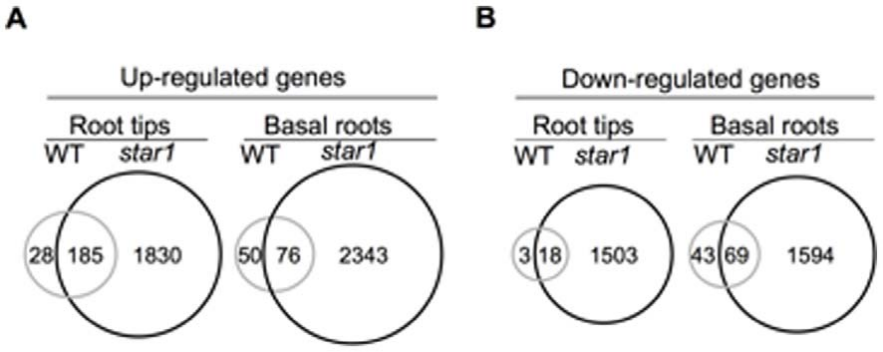
Genes up- and down-regulated by Al in the wild-type and *star1* mutant roots. Numbers of Al-responsive genes up-regulated (higher than 3-fold) (A) and down-regulated (lower than 3-fold) (B) are extracted. Wild-type (gray circle) and *star1* mutant (black circle) are shown in both the root tips and basal root region.

The gene functions were categorized based on databases including National Center of Biotechnology Information (NCBI) [16], the Rice Annotation Project Database (RAP-DB) build 5.0 [15] by the International Rice Genome Sequencing Project (IRGSP) [17], and the MSU Rice Genome Annotation Database [18]. The majority of Al-responsive transcripts were assigned to one of the following 12 categories by checking one by one using excel (Microsoft); (1) transport; (2) metabolism; (3) protein synthesis and processing; (4) signal transduction; (5) translation initiation or transcription factors; (6) abiotic or biotic stress response; (7) cell-wall, cell cycle, cell growth and cell cytoskeleton modification or metabolism; (8) DNA/RNA binding or metabolism; (9) phytohormone metabolism and response; (10) mitochondria or plastid; (11) other; (12) unknown molecular function.

**Table 1:** Functional classification of Al-responsive genes in the roots of the wild-type rice and *star1* mutant.

	Up-regulated^a^				Down-regulated^b^			
	Root tips		Basal roots		Root tips		Basal roots	
	WT (%)	*star1* (%)	WT (%)	*star1* (%)	WT (%)	*star1* (%)	WT (%)	*star1* (%)
Transport	19 (8.8)	125 (6.2)	10 (7.9)	113 (4.7)	1 (4.8)	102 (6.7)	4 (3.6)	135 (8.1)
Metabolism	31 (14.4)	251 (12.5)	18 (14.3)	340 (14.1)	4 (19.0)	119 (7.8)	19 (17.0)	204 (12.3)
Protein synthesis and processing	14 (6.5)	129 (6.4)	7 (5.6)	125 (5.2)	1 (4.8)	86 (5.7)	6 (5.4)	89 (5.4)
Signal transduction	6 (2.8)	147 (7.3)	2 (1.6)	140 (5.8)	0 (0)	97 (6.4)	9 (8.0)	98 (5.9)
Translation initiation or transcription factors	8 (3.7)	113 (5.6)	3 (2.4)	182 (7.5)	3 (14.3)	114 (7.5)	5 (4.5)	123 (7.4)
Abiotic or biotic stress response	39 (18.1)	276 (13.7)	13 (10.3)	269 (11.1)	3 (14.3)	126 (8.3)	25 (22.3)	133 (8.0)
Cell-wall, cell cycle, cell growthand cell cytoskeleton modificationor metabolism	14 (6.5)	67 (3.3)	13 (10.3)	133 (5.5)	1 (4.8)	137 (9.0)	9 (8.0)	94 (5.7)
DNA/RNA binding or metabolism	1 (0.5)	26 (1.3)	1 (0.8)	60 (2.5)	0 (0)	77 (5.1)	0 (0)	37 (2.2)
Phytohormone metabolism and response	2 (0.9)	21 (1.0)	3 (2.4)	26 (1.1)	0 (0)	22 (1.4)	1 (0.9)	17 (1.0)
Mitochondria or plastid	3 (1.4)	26 (1.3)	1 (0.8)	27 (1.1)	1 (4.8)	12 (0.8)	2 (1.8)	8 (0.5)
Other	0 (0.0)	19 (0.9)	2 (1.6)	31 (1.3)	0 (0)	12 (0.8)	1 (0.9)	14 (0.8)
Unknown molecular function protein	76 (35.2)	815 (40.4)	53 (42.1)	973 (40.2)	7 (33.3)	618 (40.6)	31(27.7)	711 (42.8)
Total	213	2015	126	2419	21	1521	112	1663

a Genes which expression was changed higher than 3-fold (fluorescence signal more than 500) in the root tips and the basal roots were categorized.

b Genes which expression was changed lower than 3-fold (fluorescence signal more than 500) in the root tips and the basal roots were categorized.

### Quantitative Real-time PCR

To validate microarray data, 12 genes were randomly selected for quantitative real-time PCR (qRT-PCR) (Table S1). Total RNA was prepared from the root tips and basal root regions of wild-type and *star1* using RNeasy Plant Mini Kit (Qiagen, Germany) and reversely transcribed using SuperSript™ II Reverse Transcriptase (Invitrogen, USA) and Oligo(dT) primers. The qRT-PCR was performed on an Eppendorf MasterCycler ep realplex real-time PCR (Eppendorf, Germany) using the specific primers described in Table S1.

**Figure 4:**
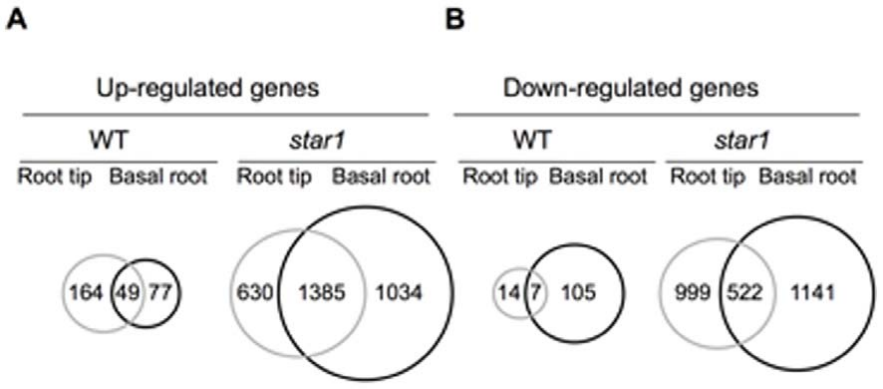
Genes up- and down-regulated by Al in the root tips and basal roots of the wild-type and *star1* mutant. Number of Al-responsive genes up-regulated (higher than 3-fold) (A) and down-regulated (lower than 3-fold) (B) are extracted. Root tips (gray circle) and basal root regions (black circle) was shown in the wild-type and *star1* mutant.

One-fifth dilutions of the cDNAs were used as a template for the qRT-PCR in a total volume of 20 µL as follows; 10 µL SYBR Premix Ex Taq™ Perfect Real Time (TaKaRa Biol Inc., Japan), 0.4 µL ROX Reference Dye, 0.8 µL primer mix (50∶50 mix of forward and reverse primers at 10 pmol µL^−1^ each), 6.8 µL distilled water and 2 µL template. The reaction conditions were: 30 s at 95°C followed by 40 cycles of 30 s at 95°C, 20 s at 60°C and 35 s at 72°C. The rice Histone H3 was used as an internal control. Relative expression levels were calculated by the comparative Ct method. Three independent biological replicates were made for each gene.

**Table 2:** Expression changes of ART1-regulated genes in the roots of wild-type rice and *star1* mutant.

			Root tips				Basal roots			
			WT		*star1*		WT		*star1*	
RAP ID^a^	Accession^b^	Annotation^c^	Fold change(+Al/−Al)^d^	±SD^e^	Fold change(+Al/−Al)	±SD	Fold change(+Al/−Al)	±SD	Fold change(+Al/−Al)	±SD
**Cell wall maintenance and Root elongation**										
Os01g0178300	AK062450	OsCDT3	7.43	1.58	24.67	3.28	11.72	3.85	9.82	2.66
Os01g0652100	AK069291	Protein of unknown function DUF231 domaincontaining protein	3.31	0.40	2.55	0.41	3.97	0.61	1.58	0.83
Os01g0860500	AK069860	Chitinase	10.32	4.51	12.09	2.34	3.67	0.84	7.41	4.20
Os03g0760800	AK121316	Gibberellin regulated protein family protein	4.91	1.29	21.94	6.13	7.54	2.07	9.13	5.14
Os04g0583500	AK062225	Expansin 4	5.28	1.23	1.36	0.42	1.01	0.19	1.47	0.84
Os09g0479900	CI269495	Peptidase S8 and S53, subtilisin, kexin, sedolisin domaincontaining protein	3.43	0.25	6.40	0.78	1.40	0.19	9.83	5.61
Os10g0524600	AK069238	Peptidase S8 and S53, subtilisin, kexin, sedolisin domaincontaining protein	2.26	0.15	3.46	0.76	10.59	2.88	25.71	11.89
**Membrane protein**										
Os01g0869200	AK073453	Mg^2+^ transporter/OsMGT1	4.43	0.77	2.12	0.42	3.24	0.59	1.78	0.48
Os02g0131800	AK102180	OsNramp4/OsNrat1	7.85	0.31	0.74	0.08	5.53	0.18	0.27	0.08
Os02g0755900	AK104985	UDP-glucuronosyl/UDP-glucosyltransferase family protein	5.91	0.28	23.35	1.40	1.21	0.29	44.24	6.83
Os03g0755100	AK066049	Tonoplast-localized half-size ATP binding cassette (ABC)transporter/OsALS1	3.43	0.15	4.21	0.18	2.57	0.09	2.63	0.74
Os05g0119000	AK069359	Bacterial-type ATP binding cassette (ABC) transporter/OsSTAR2	6.75	1.86	3.62	0.85	3.68	0.90	1.63	0.47
Os06g0695800	AK109450	Bacterial-type ATP binding cassette (ABC) transporter/OsSTAR1	4.39	0.18	4.60	0.33	3.88	0.19	2.41	0.15
Os09g0426800	AK060786	Gl1 protein	1.97	0.38	4.67	0.53	5.34	0.71	0.99	0.22
Os10g0206800	AK072077	Multidrug and toxic compound extrusion (MATE) family protein/OsFRDL2	5.76	0.21	3.44	0.30	5.89	0.44	1.58	0.29
Os10g0578800	AK065615	LrgB-like protein family protein	7.89	0.49	2.36	0.15	5.22	0.24	0.74	0.47
**Metabolism and Detxification**										
Os01g0716500	AK101454	SAM (and some other nucleotide) binding motif domaincontaining protein	1.90	0.10	42.65	4.84	1.99	0.30	13.98	12.53
Os02g0186800	NM_001052658	Cytochrome P450 family protein	12.48	4.64	5.23	0.59	5.80	0.90	1.99	0.22
Os02g0770800	AK102178	Nitrate reductase	8.63	1.34	10.99	0.45	30.19	4.29	59.40	7.64
Os12g0227400	CI560939	Allyl alcohol dehydrogenase	16.06	0.78	2.64	0.20	8.94	0.15	0.48	0.23
**Unknown**										
Os01g0731600	NM_001050684	Conserved hypothetical protein	18.18	4.39	23.14	5.08	1.68	0.31	14.15	13.58
Os01g0766300	NM_001050890	Conserved hypothetical protein	6.23	1.82	30.97	3.95	5.94	0.63	12.56	3.48
Os01g0919200	AK071325	Cell division protein FtsZ family protein	4.24	0.80	11.58	2.03	2.24	0.51	18.69	16.31
Os03g0126900	AK109217	Conserved hypothetical protein	7.32	0.67	4.11	0.24	7.84	0.47	2.11	0.08
Os03g0304100	AK111121	Hypothetical protein	10.73	4.09	34.63	11.22	4.04	0.49	0.78	0.57
Os04g0419100	AK107777	Hypothetical protein	16.41	0.44	5.38	0.39	1.09	0.23	7.96	5.25
Os04g0494900	AK073892	Protein of unknown function DUF642 family protein	15.05	0.86	3.64	0.74	2.98	0.16	99.56	31.86
Os07g0493100	AK068708	Non-protein coding transcript, uncharacterized transcript	26.08	11.10	7.18	0.87	13.41	4.30	6.97	2.12
Os07g0587300	CI285201	Hypothetical protein	6.62	1.76	208.44	71.70	6.36	1.10	104.49	46.28
Os11g0488100	CI197875	Hypothetical protein	4.50	0.16	7.00	0.56	2.02	0.12	1.96	0.13
Os11g0490100	AK108872	Uncharacterized plant-specific domain 01627 containing protein	5.04	0.72	1.76	0.25	9.75	1.10	21.53	10.50

a RAP-ID based The Rice Annotation Project (RAP) ID numbers.

b Accsesion based GenBank locus of the National Center of Biotechnology Information (NCBI).

c Annotation based on the Rice Annotation Project Database (RAP-DB) build 3.0 by the International Rice Genome Sequencing Project (IRGSP).

d Fold change, ratio of transcript abundance in Al treatement/transcript abundance in control (−Al) treatment.

e Standard deviation of the mean.

## Results and Discussion

Tolerance and toxicity of Al stress are a complicated phenomenon, involving many genes and a number of signaling pathways [19]. However, microarray technique has provided a useful tool for investigation of genome-wide changes in transcripts. So far, microarray analysis for Al response has been reported in Arabidopsis [20]–[22], maize [23], [24], *Medicago truncatula* [25], [26], and wheat [27]. Since the mechanisms for Al-tolerance differ with plant species, in the present study, we performed a microarray analysis with rice, a well-known Al-tolerant species, to understand genes involved in high Al-tolerance at genome-wide scale.

**Table 3:** Genes up- and down-regulated only in the root tips of wild-type rice.

Functional classificationf^a^/RAP ID^b^	Accession^c^	Annotation^d^	Fold change (+Al/−Al)^e^	±SD^f^
**Up-regulated**				
**ART1-regulated genes**				
Os12g0227400	CI560939	Allyl alcohol dehydrogenase	16.06	0.78
Os10g0578800	AK065615	LrgB-like protein family protein	7.89	0.49
Os02g0131800	AK102180	OsNramp4/OsNrat1	7.85	0.31
Os11g0490100	AK108872	Uncharacterized plant-specific domain 01627 containingprotein	5.04	0.72
Os04g0583500	AF247165	Expansin 4	5.00	1.49
Os01g0869200	AK073453	Mg^2+^ transporter/OsMGT1	4.43	0.77
**Other genes**				
**Transpot**				
Os05g0410900	AK119621	Nitrate transporter/OsNRT1	6.91	0.93
Os03g0667500	AY327039	Iron-regulated transporter 2/OsIRT2	3.16	0.28
**Metabolism**				
Os08g0468100	AK101662	Nitrate reductase [NADH] 1/OsNR	3.02	0.37
**Protein synthesis and processing**				
Os05g0360400	AK106046	Zn-finger, RING domain containing protein	5.30	0.93
Os04g0535200	AK060585	Peptidase aspartic family protein	3.25	0.33
**Translation initiation or transcription factors**				
Os07g0569100	AK120160	Remorin, C-terminal region domain containing protein	3.17	0.52
**Abiotic or biotic stress response**				
Os03g0804500	AF072694	Germin-like protein subfamily T member 1 precursor/OsGLP	4.68	0.49
Os07g0214900	NP_001059187	Chalcone synthase/OsCHS	4.36	0.24
Os04g0456200	NP_001052967	TMV induced protein 1–2	3.68	0.23
Os05g0495900	AB027431	Beta-1,3-glucanase precursor	3.68	0.38
Os01g0713200	AB027429	Beta-1,3-glucanase precursor	3.23	0.62
**Cell-wall, cell cycle, cell growth and cell cytoskeleton modification or metabolism**				
Os04g0664900	CI550916	Cell wall invertase	4.12	0.64
Os04g0683700	AK119512	4-coumarate-CoA ligase-like protein	3.38	0.16
Os07g0568700	AF466357	Floral organ regulator 1	3.35	1.09
**Hormone metabolism and response**				
Os03g0738600	AK073529	Lipoxygenase L-2	3.63	0.89
**Unknown molecular function protein**				
Os10g0137300	NP_001064130	Conserved hypothetical protein	7.55	0.91
Os03g0183200	AK106987	Conserved hypothetical protein	4.36	0.98
Os01g0915900	CI543502	(No Hit)	3.67	1.08
Os11g0211800	AK059202	Hypothetical protein	3.27	1.09
Os01g0824800	AK066200	Conserved hypothetical protein	3.13	0.62
Os01g0319200	NP_001042887	Plant protein of unknown function family protein	3.10	0.22
Os05g0410800	AK108312	Conserved hypothetical protein	2.99	0.08
**Down-regulated genes**				
**Translation initiation or transcription factors**				
Os07g0558100	Y11415	Myb protein (similar to ATMYB102)	0.27	0.02
Os03g0279700	AK111338	ZPT2-12	0.33	0.11
**Unknown molecular function protein**				
Os10g0391400	AK107854	ZIM domain containing protein. (simirlar to JAZ; JA signaling)	0.28	0.06

a Funcronal classification based on Table 1.

b RAP-ID based The Rice Annotation Project (RAP) ID numbers.

c Accsesion based GenBank locus of the National Center of Biotechnology Information (NCBI).

d Annotation based on the Rice Annotation Project Database (RAP-DB) build 3.0 by the International Rice Genome Sequencing Project (IRGSP).

e Fold change, ratio of transcript abundance in Al treatement/transcript abundance in control (−Al) treatment.

f Standard deviation of the mean.

Al-toxicity is characterized by inhibition of root elongation, which occurs within a few hours after exposure to Al [3]. Therefore, to exclude genes associated with Al-toxicity, we sampled the roots exposed to Al solution for 6 h for microarray analysis. Furthermore, to extract genes related to Al-tolerance, we compared the transcriptional profiling between the wild-type rice and an Al-sensitive mutant, *star1* [10]. Moreover, we selected a concentration of 20 µM for Al treatment. At this concentration, the root elongation of the wild-type rice was hardly inhibited, whereas that of the mutant was inhibited by 75% (Figure 1), which make possible to extract genes possibly associated with Al-tolerance.

### Verification of Microarray Results by Quantitative Real-time PCR

To validate the reliability of the microarray data, we randomly selected 12 genes from root tips and basal root regions for the quantitative real-time PCR (qRT-PCR) analysis. There was a good correlation (*r* = 0.84) between the microarray data and the qRT-PCR results (Figure 2). These results indicated that the microarray data could reflect the transcriptional changes caused by Al stress.

**Table 4:** Genes up- and down-regulated only in the basal roots of wild-type rice.

Functional classificationf^a^/RAP ID^b^	Accession^c^	Annotation^d^	Fold change(+Al/−Al)^e^	±SD^f^
**Up-regulated**				
**ART1-regulated genes**				
Os12g0227400	CI560939	Allyl alcohol dehydrogenase	8.94	0.15
Os03g0126900	AK109217	Conserved hypothetical protein	7.84	0.47
Os10g0206800	AK072077	Multidrug and toxic compound extrusion (MATE) family protein/OsFRDL2	5.89	0.44
Os02g0131800	AK102180	OsNramp4/OsNrat1	5.53	0.18
Os09g0426800	AK060786	Gl1 protein	5.34	0.71
Os10g0578800	AK065615	LrgB-like protein family protein	5.22	0.24
Os03g0304100	AK111121	Hypothetical protein	4.04	0.49
Os06g0695800	AK064089	Bacterial-type ATP binding cassette (ABC) transporter/OsSTAR1	3.81	0.19
Os05g0119000	AK069359	Bacterial-type ATP binding cassette (ABC) transporter/OsSTAR2	3.68	0.90
Os01g0869200	AK073453	Mg^2+^ transporter/OsMGT1	3.24	0.59
**Other genes**				
**Transport**				
Os06g0701700	AB061311	HKT-type transporter (Sodium ion transporter)	2.97	0.83
**Metabolism**				
Os08g0547300	AK072163	E-class P450, group I family protein	7.65	3.42
Os04g0405300	AK110700	Stem secoisolariciresinol dehydrogenase	4.04	1.05
Os06g0500700	CI431272	Cytochrome P450 family protein	3.48	1.21
Os02g0176900	NP_001046065	Aldose 1-epimerase family protein	3.47	0.67
Os05g0438600	AY035554	Fructose-1,6-bisphosphatase (FBPase)	3.45	0.16
Os11g0487600	NP_001067918	Cytochrome P450 family protein	3.17	0.09
Os05g0424300	AK120987	Cytochrome P450 family protein	3.07	0.44
**Protein synthesis and processing**				
Os12g0108500	AK122171	Cyclin-like F-box domain containing protein	10.16	0.26
Os04g0535200	AK060585	Peptidase aspartic family protein	3.10	0.35
**Translation initiation or transcription factors**				
Os01g0286100	AK102252	Basic helix-loop-helix dimerisation region bHLH domain containing protein	3.34	0.45
**Abiotic or biotic stress response**				
Os09g0361500	AK120689	Isochorismate synthase 1 (ICS1)	4.08	0.76
Os05g0223000	AK071661	Calmodulin-related protein 2, touch-induced	3.32	0.77
Os04g0635500	AK069933	Wound induced protein	3.05	0.81
**Cell-wall, cell cycle, cell growth and cell cytoskeleton modification or metabolism**				
Os04g0506800	AK070719	Glycosyl transferase, family 29 protein/OsGT	5.21	0.77
Os11g0444000	AK099588	UDP-glucosyltransferase BX8	3.50	0.37
Os02g0802200	AK107538	Glycoside hydrolase, family 79, N-terminal domain containing protein/OsGH	3.34	0.42
Os04g0477500	AK063950	Glycosyl transferase, family 17 protein/OsGT	3.15	0.30
Os03g0324700	AK121618	Exostosin-like family protein	3.03	0.25
**Hormone metabolism and response**				
Os04g0667400	AK119413	2OG-Fe(II) oxygenase domain containing protein	5.42	1.44
**Mitochondria or plastid**				
Os07g0469100	AK120365	Thylakoid membrane phosphoprotein 14 kDa	3.06	0.34
**Unknown molecular function protein**				
Os07g0269000	CI251879	(No Hit)	3.74	0.10
Os10g0473200	AK105229	Conserved hypothetical protein	5.05	0.76
Os05g0573800	CI142713	(No Hit)	4.49	0.56
Os04g0635400	CI037812	Conserved hypothetical protein	4.38	1.40
Os04g0603800	AK063616	Hypothetical protein	4.17	0.13
Os03g0183200	AK106987	Conserved hypothetical protein	4.10	0.75
Os12g0265400	CI096837	Hypothetical protein	4.05	0.23
Os09g0459900	AK063208	Cyclin-dependent kinase inhibitor family protein	3.92	1.21
Os09g0459500	AB118006	Hypothetical protein	3.87	0.49
Os03g0255500	AK061620	Phosphoenolpyruvate carboxykinase	3.69	0.36
Os01g0213500	CI426147	Conserved hypothetical protein	3.45	0.15
Os11g0259100	NP_001067644	Hypothetical protein	3.43	0.60
Os02g0600200	AK058978	IQ calmodulin-binding region domain containing protein	3.23	0.70
Os02g0327000	AK073631	C2 domain containing protein	3.15	0.28
Os06g0535200	AK109943	Zn-finger, RING domain containing protein	3.10	0.17
Os01g0854000	AK070440	Conserved hypothetical protein	3.10	0.72
Os04g0520700	AK065832	Protein of unknown function DUF584 family protein	3.08	0.81
Os03g0113900	AK119700	Protein of unknown function DUF584 family protein	2.98	0.19
Os04g0231800	AK068417	Protein of unknown function DUF1165 family protein	2.95	0.03
**Down-regulated**				
**Transport**				
Os04g0538900	CI558963	Glyoxalase/bleomycin resistance protein/dioxygenase domain containing protein	0.29	0.10
Os03g0817200	AK121940	Amino acid/polyamine transporter II family protein	0.31	0.03
Os03g0375900	AK107064	Amino acid/polyamine transporter I family protein	0.32	0.05
**Metabolism**				
Os06g0185500	C97337	Transferase family protein	0.05	0.02
Os06g0185300	–	Transferase family protein	0.15	0.04
Os12g0626400	AK063967	Squalene/phytoene synthase family protein	0.22	0.03
Os06g0549900	AK109673	FAD linked oxidase, N-terminal domain containing protein	0.23	0.07
Os06g0294600	AK058424	Cytochrome P450 family protein	0.24	0.01
Os11g0644800	CI019806	Tyrosine/nicotianamine aminotransferase family protein	0.25	0.04
Os07g0643400	AK061012	Esterase/lipase/thioesterase domain containing protein	0.31	0.02
**Protein synthesis and processing**				
Os01g0124100	AK062394	Proteinase inhibitor I12, Bowman-Birk family protein	0.13	0.01
Os10g0537800	AK061277	Peptidase A1, pepsin family protein	0.21	0.06
Os03g0318400	AK106440	Peptidase A1, pepsin family protein	0.21	0.07
**Signal transduction**				
Os07g0186200	NP_001059070	Protein kinase family protein	0.32	0.03
Os04g0618700	AK120799	Protein kinase domain containing protein	0.34	0.02
Os01g0699600	AK105196	Protein kinase domain containing protein	0.34	0.23
**Translation initiation or transcription factors**				
Os02g0624300	AK112056	MYB1 protein	0.11	0.09
Os11g0702400	AK105226	Zn-finger, C2H2 type domain containing protein	0.26	0.03
**Abiotic or biotic stress response**				
Os07g0129300	AF306651	Pathogenesis-related protein 1 precursor	0.07	0.02
Os06g0546500	AK073833	Peroxidase	0.16	0.03
Os05g0427400	CI551987	Phenylalanine ammonia-lyase	0.19	0.01
Os02g0627100	AK068993	Phenylalanine ammonia-lyase	0.22	0.04
Os09g0417800	AK067834	DNA-binding WRKY domain containing protein	0.24	0.07
Os09g0417600	AF467736	DNA-binding WRKY domain containing protein	0.26	0.05
Os10g0542900	AB016497	Chitinase	0.28	0.06
Os05g0135400	AK063587	Plant peroxidase family protein	0.29	0.06
Os05g0149400	AK061064	1-aminocyclopropane-1-carboxylate oxidase/OsACC	0.30	0.10
Os01g0687400	AB110201	Chitinase	0.31	0.04
Os11g0592000	AK121059	Barwin	0.33	0.04
Os01g0933900	AF309383	Glutathione transferase III(B)	0.35	0.02
**Cell-wall, cell cycle, cell growth and cell cytoskeleton modification or metabolism**				
Os02g0267200	CI377660	Alpha-expansin OsEXPA13	0.32	0.04
**Unknown molecular function protein**				
Os04g0368000	CI447876	(No Hit)	0.15	0.04
Os06g0587300	AK121885	Conserved hypothetical protein	0.05	0.03
Os06g0586000	AK063903	Conserved hypothetical protein	0.07	0.03
Os12g0437800	AK063833	CI2E	0.08	0.02
Os01g0796000	CI508923	(No Hit)	0.12	0.04
Os10g0391400	AK107854	ZIM domain containing protein	0.18	0.15
Os05g0368000	NP_001055341	Conserved hypothetical protein	0.20	0.03
Os06g0282000	CI563293	(No Hit)	0.21	0.03
Os06g0292400	CI409636	Embryogenesis transmembrane protein	0.27	0.02
Os02g0520100	AK072610	NUDIX hydrolase domain containing protein	0.28	0.01
Os03g0187800	AK105352	Protein of unknown function DUF250 domain containing protein	0.30	0.05
Os06g0155400	NP_001056850	Hypothetical protein	0.33	0.06

a RAP-ID based The Rice Annotation Project (RAP) ID numbers.

b Accsesion based GenBank locus of the National Center of Biotechnology Information (NCBI).

c Annotation based on the Rice Annotation Project Database (RAP-DB) build 3.0 by the International Rice Genome Sequencing Project (IRGSP).

d Fold change, ratio of transcript abundance in Al treatement/transcript abundance in control (−Al) treatment.

e Standard deviation of the mean.

### Overview of Al-induced Transcriptional Profiling

Agilent 44 K Rice Oligo DNA Microarray RAP-DB covers almost genes in rice genome [15]. 

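Of the 16 arrays, 4 belonged to each of 4 groups: root tips and basal root region of wild-type rice and of the *star1* mutant. Each array held RNA of roots exposed to 20 µM AlCl_3_ for 6 h (+Al) and RNA of roots of the same genotype and region kept without Al (−Al). The +Al RNA carried Cy5 in replicates 1 and 3 and Cy3 in replicates 2 and 4. The median processed signal of the +Al channel was 293–308 in the root tips and 398–450 in the basal root region of wild-type rice, and 387–413 and 468–639 in those of the *star1* mutant. Over all arrays, 30277–34076 spots were well above background in the +Al channel and 29443–34014 in the −Al channel. The arrays sat on 5 slides scanned on 4 days, and no slide held more than 1 group, so slide and group could not be separated.

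The response of each probe was also tested with a moderated t-test (limma), with 1 spread per probe shared by all 16 arrays and Benjamini-Hochberg correction. Loci were called at an adjusted p under 0.05 with a log2 mean change of at least 3-fold. Differences between genotypes or regions were tested as contrasts of the log2 responses. Once the dye effect was removed, replicates 1 and 2 and replicates 3 and 4 made up the pairing with the smallest differences in each group, though in wild-type root tips replicates 1 and 3 (robust SD 0.0827) were as close as 3 and 4 (0.0834). Robust SDs of the differences within the pairs were 0.079–0.083, 0.079–0.082, 0.074–0.079 and 0.090–0.094 in wild-type root tips, wild-type basal root region, *star1* root tips and *star1* basal root region. Those between the pairs were 0.083–0.105, 0.101–0.122, 0.132–0.147 and 1.01–1.03. Without that removal, arrays of the same dye orientation were closest in the first 3 groups, with an SD of 0.182 for replicates 1 and 3 and 0.300 for 1 and 2 in wild-type root tips. The files do not state whether the arrays of a pair share RNA, so each array entered as 1 replicate.

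Without Al, the signal of *OsSTAR1* (Os06g0695800), the gene altered in the mutant, was higher in the *star1* mutant than in wild-type rice for both of its probes. The log2 differences were 1.22 and 1.13 in the root tips and 1.22 and 1.28 in the basal root region (exact permutation p 0.0286 for each, the smallest that 4 against 4 arrays can give). After scaling to the 75th percentile of each channel, the differences were smaller, at 0.74 and 0.65 in the root tips and 0.74 and 0.80 in the basal root region. The signal therefore gave no check of the genotype labels by loss of the transcript.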

In the root tips (0–1 cm) of wild-type rice, exposure to 20 µM AlCl_3_ for 6 h resulted in up-regulation of 213 genes and down-regulation of 21 genes (Figure 3A and 3B). By contrast, much more genes (2015 and 1521) were up- and down-regulated by the same treatment in the *star1* mutant (Figure 3A and 3B). 

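By the 3-fold rule over 4 arrays, 434 loci were up-regulated and 35 down-regulated in the root tips of wild-type rice. On single arrays the numbers were 521, 453, 402 and 386 up-regulated and 41, 57, 34 and 62 down-regulated. With limma and Benjamini-Hochberg correction, 406 loci were called up-regulated, all of them among the 434, and 36 down-regulated, 35 of them shared with the rule. When the arrays of each pair were averaged, leaving 2 values per group, 306 and 19 loci were called. At an unadjusted p under 0.05, 8091 probes changed in either direction, and 5227 did so after adjustment. The choice that moved the up-regulated number most was the signal filter, with 539 loci when none was used. With the minimum of 500 met in the wild-type root tips themselves the number was 208, near the paper's 213.

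Among the loci called and changed the same way on all 4 arrays, the largest mean fold changes by log2 were those of Os12g0478200 (172 ± 50.0-fold), Os01g0959200 (142 ± 52.1-fold) and Os05g0515600 (88.4 ± 37.5-fold, SD, n = 4 arrays). Their −Al signals were well above background on only 3, 3 and 1 of the arrays, so their rank is uncertain. By log2, Os01g0220500, Os08g0537200 and Os10g0109300 came first downward, at 0.152 ± 0.063, 0.146 ± 0.017 and 0.159 ± 0.027 of the level without Al, with the +Al signal of Os01g0220500 well above background on 1 array. The corresponding log2 changes were 7.39, 7.08 and 6.35, and −2.85, −2.78 and −2.67, each on 4 of 4 arrays, with adjusted p from 3.11e-11 to 1.54e-06 (limma, Benjamini-Hochberg).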

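In the root tips of the *star1* mutant, the rule gave 2346 up-regulated and 1662 down-regulated loci, and 2210–2464 and 1597–1824 on single arrays. The limma calls with Benjamini-Hochberg correction numbered 2329 and 1691, or 2254 and 1597 with paired arrays averaged, and 18949 of the probes changed at an adjusted p under 0.05. Counted by the contrast, the Al response in the root tips was higher in the mutant for 4652 loci and lower for 6470. Of these, 1994 and 1391 differed by at least 3-fold. With paired arrays averaged, 3273 and 4251 loci differed.

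Loci were ranked by the log2 mean, signals near background included. Upward, Os02g0559800 came first (1693 ± 670-fold, −Al signal well above background on 2 of 4 arrays). Os01g0373700 (at least 445-fold) and Os07g0526400 (at least 702-fold) followed. The first 3 downward were Os12g0609600 (at least 80.7-fold lower), Os05g0534500 (at least 53.6-fold lower) and Os01g0264600 (at least 77.7-fold lower). A bound is given where 1 channel was well above background on no array, and sets the brighter channel against the lowest signals found above background. Loci with a bound need not be the most changed: Os07g0677300 fell to 0.0137 ± 0.0031, with both channels well above background on 4 of 4 arrays, further than the lowest bound. Each of the 6 ranked loci changed on 4 of 4 arrays of the mutant, with a called difference from wild-type rice (adjusted p from 5.56e-13 to 1.77e-08, limma with Benjamini-Hochberg).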

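For the basal root region, the 4 arrays of wild-type rice gave 194 up-regulated and 145 down-regulated loci by the 3-fold rule (170–211 and 131–210 on single arrays), and those of the *star1* mutant gave 2524 and 1604. Calls by limma with Benjamini-Hochberg correction numbered 178 and 147 in wild-type rice and 2181 and 1992 in the mutant. They numbered 133 and 85, and 2034 and 1888, when paired arrays were averaged. The response was higher in the mutant for 5921 loci and lower for 6813 by the contrast of genotypes. With paired arrays averaged, these numbers fell to 3623 and 4515.

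In the mutant, the arrays differed by replicate, with 2969, 3066, 1932 and 1892 loci up-regulated and 2877, 3006, 1482 and 1547 down-regulated in replicates 1 to 4. The log2 responses of replicates 1 and 2 correlated with those of replicates 3 and 4 at r 0.715–0.717, whereas r within these pairs was 0.993–0.995. In replicates 1 and 2 the +Al channel lay nearer to the +Al channel of *star1* root tips (SD of the log2 differences 0.413 and 0.411) than to that of replicates 3 and 4 of their own label (1.40 and 1.45). The −Al channel of the 2 pairs differed by an SD of only 0.286 and 0.283 between arrays of the same dye. Of the 32 channels on the 16 arrays, the other 30 lay nearest to a channel of the same label. For the +Al channel of replicates 3 and 4 this match was to replicates 1 and 2, at the same SDs of 1.40 and 1.45. With the +Al channel of this group left out, SDs to the same label were 0.144–0.319. The match therefore does not check the label of replicates 3 and 4. The label of the +Al RNA in these 2 arrays was kept as given, and each mean for the basal root region of the mutant covers all 4 arrays. Over the alternatives tried, limma called 1690–3113 up-regulated and 1140–3135 down-regulated loci in the mutant.

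Loci that changed on all 4 arrays of a group were ranked by the log2 mean, signals near background included. The first 3 upward in wild-type rice were Os05g0463000 (at least 25.3-fold), Os08g0113900 (at least 17.7-fold) and Os02g0630300 (at least 43.4-fold). The first 3 downward there were Os06g0185500 (0.0475 ± 0.0195), Os06g0587300 (0.0509 ± 0.0266) and Os11g0687100 (0.0525 ± 0.0282). In the mutant, Os10g0344000 (853 ± 692-fold), Os01g0373700 (795 ± 472-fold) and Os11g0701200 (745 ± 446-fold) came first upward. Os10g0422600 (0.0153 ± 0.0106), Os04g0567200 (at least 50.0-fold lower) and Os03g0221700 (0.0147 ± 0.0084) came first downward. The −Al signal was well above background on only 2 of 4 arrays for Os10g0344000 and Os11g0701200, and the +Al signal on 3 for Os10g0422600 and 1 for Os03g0221700, so the size of these changes is uncertain. Loci with a bound need not be the most changed. Os02g0770800 rose by 30.2 ± 4.27-fold in wild-type rice and Os07g0677300 fell to 0.0195 ± 0.0137 in the mutant, both with both channels well above background on 4 of 4 arrays, further than some of the bounds.

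**Figure D1:**
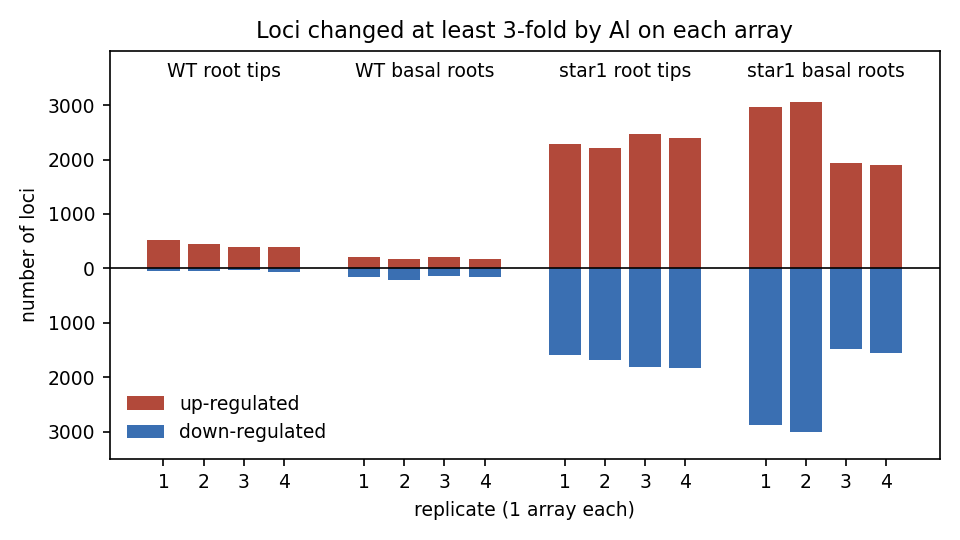
Number of RAP loci at least 3-fold up-regulated (bars above 0) and down-regulated (bars under 0) by Al on each of the 16 arrays, by genotype, root region and replicate. Replicates 1 and 2 of the *star1* basal root region have more loci in both directions than replicates 3 and 4.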

In the basal root region (1–2 cm), 126 and 112 genes, respectively, was up- and down-regulated in the wild-type rice, whereas the numbers of up- and down-regulated genes were 2419 and 1663, respectively, in the *star1* mutant (Figure 3A and 3B).

Functional category analysis showed that 27.0–42.8% of the up- and down-regulated genes are assigned to unknown function (Table 1). 

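Counted from the descriptions on the array, the share of responsive loci of unknown function was 31.8% (95% Wilson interval 27.6–36.3%) of those up-regulated and 34.3% (20.8–50.8%) of those down-regulated in the root tips of wild-type rice, and 35.6% (29.2–42.5%) and 24.8% (18.5–32.4%) in its basal root region. In the *star1* mutant it was 34.9% (33.0–36.9%) and 35.9% (33.6–38.3%) in the root tips and 31.9% (30.1–33.8%) and 35.5% (33.2–37.9%) in the basal root region. Among all loci that passed the signal filter the share was 34.0% (6194 loci). None of the 8 shares differed from that of the other loci by Fisher's exact test with Benjamini-Hochberg correction (lowest exact p 0.0175 and 0.0218, both adjusted to 0.0871). Over the alternatives tried, the shares ranged from 19.0% to 40.8%. The other functional categories were assigned by hand in the paper and were not analysed here.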

Genes related to ‘Metabolism’ and ‘Abiotic or biotic stress response’ were mostly affected by Al stress in both the wild-type rice and *star1* roots (Table 1).

Since the root elongation was hardly inhibited in the wild-type rice, but severely inhibited in the *star1* mutant, three different groups for Al-responsive genes could be divided by comparing expression profiling between wild-type rice and *star1* mutant. Group 1 includes genes which are up- or down-regulated by Al only in the wild-type rice. These genes are probably involved in Al-tolerance. Twenty eight up-regulated and three down-regulated genes in the root tips, 50 up-regulated and 43 down-regulated genes in the basal root region, belong to this group (Figure 3A and 3B). 

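With the loci compared between genotypes, 47 were up-regulated and 14 down-regulated in the root tips of wild-type rice only, and 51 and 104 in its basal root region only. Passing the 3-fold rule in 1 genotype alone does not show a difference between genotypes, so the contrast was counted for the same loci with limma and Benjamini-Hochberg correction. The response was smaller in the *star1* mutant for 30 of the 47 and higher for 11 of the 14 loci in the root tips, and for 50 of the 51 and 87 of the 104 in the basal root region. Of the down-regulated loci, 8 in the root tips and 49 in the basal root region were up-regulated 3-fold in the mutant, and 10 of the up-regulated loci in the basal root region were down-regulated there. The number in the root tips ranged from 24 to 83 up-regulated and from 2 to 28 down-regulated loci over the alternatives tried, lowest with another background and dye correction (normexp and loess) and highest with no signal filter.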

Group 2 includes genes, which are up- or down-regulated by Al in both the wild-type rice and *star1* mutant. These genes are probably involved in Al-tolerance or -toxicity. 

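In both genotypes, 387 loci were up-regulated and 21 down-regulated in the root tips, and 143 and 41 in the basal root region. Chance would give 55.9, 3.19, 26.9 and 12.8 shared loci among the 18208 compared (odds ratios 66.5, 15.1, 18.4 and 4.16, Fisher's exact p 6.12e-297, 8.63e-14, 9.53e-81 and 8.83e-12). The shared loci were 89.2% and 60.0% of the up- and down-regulated loci of wild-type root tips, and 73.7% and 28.3% of those of the wild-type basal root region. By the contrast of genotypes (limma, Benjamini-Hochberg), 295 of the 387 loci responded more strongly in the *star1* mutant, 11 less, and 81 showed no difference. Of the 143 loci in the basal root region, 102 had a probe with a higher response in the mutant and 8 a probe with a lower one.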

There are 185 up-regulated and 18 down-regulated genes in this group in the root tip, 76 up-regulated and 69 down-regulated genes in the basal root region (Figure 3A and 3B, Table S2–S5). Genes in Group 3 are those up- or down-regulated only in the mutant. These genes are related to Al-toxicity and included 1830 up-regulated genes and 1503 down-regulated genes in the root tip, 2343 up-regulated and 1594 down-regulated genes in the basal root region (Figure 3A and 3B). 

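Loci responsive in the *star1* mutant only numbered 1959 up-regulated and 1641 down-regulated in the root tips, and 2381 and 1563 in the basal root region. Tested as a difference between genotypes with limma and Benjamini-Hochberg correction, 1888 of the 1959 responded more and 1568 of the 1641 fell further in the mutant, as did 2221 of the 2381 and 1554 of the 1563 in the basal root region. The contrast was not called for 71, 73, 158 and 8 of them. Without a signal filter, the numbers in the root tips were 3069 and 2602.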

Most genes in this group are also response to general stresses and found in microarray data of other plant species such as Arabidopsis [20], maize [23], [24] *M. truncatula* [25], [26] and wheat [27]. For example, the genes encoding a NADPH oxidase, peroxidase, oxalate oxidase, which are reactive oxygen species (ROS; O_2_^−^, H_2_O_2_) generators, were up-regulated (Table S2). 

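From the array descriptions, 4 loci encode an NADPH oxidase or respiratory burst oxidase, and none of them was up-regulated 3-fold in wild-type rice by the rule or by limma. Os01g0360200 had the largest increase there, 1.53-fold in the root tips on 4 of 4 arrays (log2 0.61, SE 0.18, adjusted p 0.0274, limma with Benjamini-Hochberg), a call lost without replicate 1, 2 or 4, with the scan day as a block and with paired arrays averaged. In the root tips of the *star1* mutant 2 were up-regulated, Os09g0438000 by 6.90 ± 1.40-fold (log2 contrast to wild-type rice 2.62, adjusted p 6.29e-07 by limma with Benjamini-Hochberg, 4 of 4 arrays), with 1.49-fold by its second probe, and Os12g0541300 by 5.95 ± 0.64-fold. Of 153 peroxidase loci, 111 passed the filter, of which 6 were up-regulated and 3 down-regulated in wild-type root tips and 15 and 38 in *star1* root tips. The largest increase was that of Os01g0963000, by 21.1 ± 5.32-fold in wild-type rice and 63.8 ± 20.3-fold in the mutant (log2 contrast 1.58, adjusted p 0.00984, limma with Benjamini-Hochberg, up on all 8 arrays). Among the 31 oxalate oxidase and germin loci, 14 passed the filter, with 4 up-regulated in wild-type and 7 in *star1* root tips. Os08g0189600 rose by 7.48 ± 2.63-fold in wild-type root tips and did not differ from the mutant (log2 contrast 0.17, adjusted p 0.763 by limma with Benjamini-Hochberg), and Os12g0154900 rose by 15.2 ± 1.52-fold in those of the mutant, with its −Al signal well above background on 3 of 4 arrays.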

Most types of abiotic stresses disrupt the metabolic balance of cells, resulting in enhanced production of ROS [28]. The accumulation of ROS such as ^1^O_2_, O_2_^−^, H_2_O_2_ and HO^•^, during abiotic stresses was considered to be a by-product of stress metabolism as well as an overall unwelcome by-product of aerobic metabolism [29]. These findings indicate that these genes are involved in arrest of plant root elongation in response to general stress.

### Spatial Profiling of Al-responsive Genes

Root tip has been considered as the target of Al-toxicity [3] based on root elongation inhibition, however, surprisingly, similar numbers of genes were up- and down-regulated by Al in the root tips and mature regions of both wild-type rice and *star1* mutant (Figure 4A and 4B). This result raises a question on whether the root tip is only the target of Al-toxicity. 

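Set against each other within a genotype, the Al responses of the regions were higher in the basal root region for 1175 loci of wild-type rice and lower for 1366, of which 58 and 379 differed by at least 3-fold (limma contrast, Benjamini-Hochberg). In the *star1* mutant 6024 were higher and 6017 lower, 1547 and 1631 of them by at least 3-fold. These counts in wild-type rice depended on the setting. They ran from 68 higher and 241 lower with paired arrays averaged to 5256 and 4360 with arrays weighted by their quality. In the mutant they ranged from 3814 to 8397 and from 3528 to 8812, and they include replicates 1 and 2 of the basal root region with a +Al channel nearest to that of root tips. The regions were hybridised on different slides.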

Among genes affected, 49 up-regulated and 7 down-regulated genes were the same between root tip and basal root region in the wild-type rice (Figure 4A and 4B), but most Al-responsive genes were different between the root tip and basal root region. This was the same in the *star1* mutant; 1385 up-regulated and 522 down-regulated genes were the same between the root tip and basal root region, whereas other genes showed root region-dependent (Figure 4A and 4B). These results suggest that basal root region is also a target of Al-toxicity in addition to the root tip. 

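Between the root tips and the basal root region of wild-type rice, 96 up-regulated and 14 down-regulated loci were shared, whereas 338 and 21 were found in the root tips only and 98 and 131 in the basal root region only. The shared loci were 22.1% and 40.0% of those of the root tips, against 4.62 and 0.279 loci by chance (odds ratios 51.2 and 91.8, Fisher's exact p 5.49e-105 and 4.37e-21). Another 15 loci up-regulated in the root tips were down-regulated 3-fold in the basal root region. With the signal filter applied within the group itself, the shared numbers were 47 and 5.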

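For the *star1* mutant, 1534 up-regulated and 718 down-regulated loci were shared by both regions, 812 and 944 were found in the root tips only and 990 and 886 in the basal root region only. These were 65.4% and 43.2% of the loci of *star1* root tips, where chance would give 325 and 146 (odds ratios 28.4 and 13.4). In opposite directions, 26 up-regulated and 110 down-regulated loci of the root tips passed the rule in the basal root region. The slope of an array's Al response on the difference between root tips and basal root region without Al in wild-type rice, over 4231 probes, was 0.66 and 0.70 in replicates 1 and 2 of the *star1* basal root region and 0.14 and 0.15 in replicates 3 and 4. It was 0.01–0.03 in the wild-type basal root region.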

In *M. truncatula*, Al-induced gene expression is also found not to be restricted to the root tip [25]. In fact, some genes identified from rice were expressed in both the root tips and basal root region. For example, *OsFRDL4* was expressed in both the root tip and the mature root zones [11]. The expression of *OsSTAR1* and *OsSTAR2* was also induced in both regions [10]. These findings suggest that the basal root region is also involved in Al-tolerance and -toxicity.

### Transcriptional Profiling of ART1-regulated Genes in the Wild-type and the *star1* Mutant Roots

ART1-regulated Al-tolerance has been identified as a major mechanism responsible for high Al-tolerance in rice [7], [8]. 

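Of the 31 loci, which were listed before these arrays, 29 passed the signal filter, and Os02g0186800 and Os07g0493100 did not. In the root tips of wild-type rice, limma with Benjamini-Hochberg correction found 28 of the 29 increased at an adjusted p under 0.05 over all probes and 29 when adjusted over the list alone, with a median log2 change of 2.56 (0.92 to 4.15). In *star1* root tips 27 increased and 1 decreased, with a median of 2.21. Basally, 22 increased in wild-type rice (25 over the list alone, median 1.98), and 23 increased and 3 decreased in the mutant (median 2.71). *OsSTAR1* was up-regulated by 4.40 ± 0.19-fold in the root tips and 3.88 ± 0.20-fold in the basal root region of wild-type rice, and *OsSTAR2* (Os05g0119000) by 6.75 ± 1.85- and 3.68 ± 0.90-fold (n = 4 arrays).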

We compared expression profiling of ART1-reguated downstream genes between wild-type rice and *star1* mutant. Among 31 downstream genes, 11 genes showed higher fold changes in the expression in the mutant than in the wild-type rice (Table 2), whereas 13 genes showed higher fold changes in the wild-type rice than in the mutant (Table 2). 

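By the contrast of genotypes in the root tips (limma, Benjamini-Hochberg), 12 of the 29 tested genes responded more strongly in the *star1* mutant, 11 less strongly, and 6 showed no difference. The counts were 12 and 11 also when adjusted over the list alone, and in the basal root region they were 12, 11 and 6 as well. Over the alternatives, 5–15 genes were higher and 9–13 lower in the mutant root tips, the 5 coming from the filter applied within the group itself, which left fewer genes. Os07g0587300 rose by 6.62 ± 1.76-fold in wild-type and 208 ± 71.6-fold in *star1* root tips (log2 contrast 4.95, SE 0.30, adjusted p 3.84e-09, limma with Benjamini-Hochberg). Os01g0716500 rose by 1.90 ± 0.10- and 42.6 ± 4.81-fold (4.48, SE 0.58, adjusted p 1.08e-05 by limma with Benjamini-Hochberg), with every array of the mutant above every array of wild-type rice for both genes. *OsSTAR2* was lower in the mutant, with 3.62 ± 0.85-fold in the root tips (log2 contrast −0.89, SE 0.26) and 1.63 ± 0.47-fold in the basal root region (−1.19, SE 0.26), adjusted p 0.00935 and 0.00109 (limma, Benjamini-Hochberg), and up on all 16 arrays.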

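Without a called difference between the genotypes in the root tips were *OsSTAR1* (4.40-fold in wild-type rice and 4.60 ± 0.34-fold in the *star1* mutant, log2 contrast 0.06, SE 0.08, adjusted p 0.529), Os01g0860500 (10.3-fold, with the −Al signal well above background on 2 of 4 arrays, and 12.1-fold, 0.33, adjusted p 0.510), Os10g0524600 (2.26- and 3.46-fold, 0.59, adjusted p 0.108), Os03g0755100 (3.43- and 4.21-fold, 0.30, adjusted p 0.112), Os01g0731600 (18.2- and 23.1-fold, 0.35, adjusted p 0.668) and Os01g0652100 (3.31- and 2.55-fold, −0.38, SE 0.29, adjusted p 0.287), all by limma with Benjamini-Hochberg correction and all up on 4 of 4 arrays of both groups. A contrast that is not called does not show equal responses. Basally, the response of *OsSTAR1* was 2.41 ± 0.15-fold in the mutant, lower than in wild-type rice on all arrays (log2 contrast −0.69, SE 0.08, adjusted p 3.10e-06, limma with Benjamini-Hochberg). With paired arrays averaged, 12 of the genes had no called difference in the root tips.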

Seven genes showed similar fold changes in the expression between wild-type rice and mutant (Table 2). Six genes were only up-regulated in the wild-type rice, including genes encoding Expansin (Os04g0583500), Mg^2+^ transporter/OsMGT1 (Os01g0869200), OsNramp4/OsNrat1 (Os02g0131800), LrgB-like protein family protein (Os10g0578800), Allyl alcohol dehydrogenase (Os12g0227400) and uncharacterized plant-specific domain 01627 containing protein (Os11g0490100, Table 2). Among them, OsNrat1 (Al^3+^ transporter) and OsMGT1 (Mg^2+^ transporter) have been demonstrated to be involved in Al-tolerance [12], [14]. 

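In the root tips of wild-type rice and of the *star1* mutant, the mean fold changes were 7.84 ± 0.32 and 0.737 ± 0.084 for *OsNrat1*, 16.1 ± 0.74 and 2.64 ± 0.20 for the allyl alcohol dehydrogenase gene, 5.28 ± 1.22 and 1.36 ± 0.42 for Expansin, 7.88 ± 0.50 and 2.36 ± 0.15 for the LrgB-like gene, 5.06 ± 0.72 and 1.76 ± 0.25 for Os11g0490100, and 4.43 ± 0.77 and 2.12 ± 0.42 for *OsMGT1* (SD, n = 4 arrays). The log2 contrasts were −3.42 (SE 0.17), −2.61 (0.25), −1.98 (0.36), −1.74 (0.34), −1.52 (0.28) and −1.07 (0.20) in this order, with adjusted p 7.19e-10, 5.44e-07, 0.000255, 0.000541, 0.000281 and 0.000423 (limma, Benjamini-Hochberg). For each gene every wild-type array lay above every mutant array. The difference for the LrgB-like gene was not called with paired arrays averaged.

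*OsMGT1*, Os11g0490100, the LrgB-like gene and the allyl alcohol dehydrogenase gene still rose on all 4 *star1* root tip arrays, although by less than 3-fold. For the basal root region the contrast was −4.43 for *OsNrat1*, −4.35 for the allyl alcohol dehydrogenase gene, −3.06 for the LrgB-like gene and −0.89 for *OsMGT1*, but 0.36 for Expansin, where it was not called and the mean in wild-type rice was 1.01-fold, and 1.00 for Os11g0490100, which rose by 9.76 ± 1.10-fold in wild-type rice and by 31.0, 30.1, 13.8 and 11.2-fold on the arrays of the mutant.

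**Figure D2:**
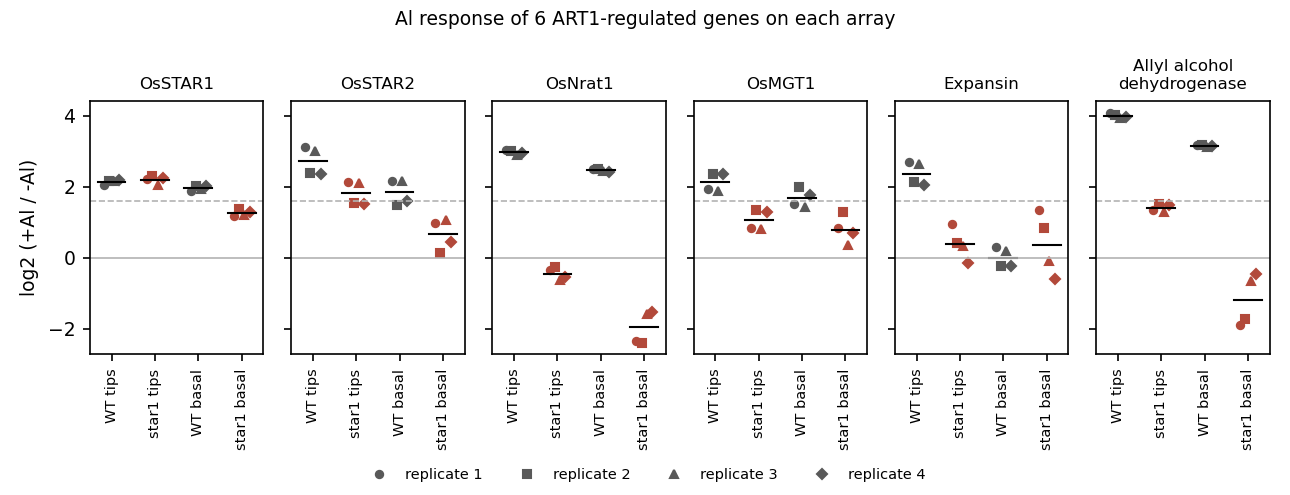
Al response (log2 of +Al over −Al) on each array for 6 ART1-regulated genes, by genotype and root region. Marker shapes stand for replicates 1 to 4, short lines for the mean of 4 arrays and dashed lines for a 3-fold change, and *OsNrat1* is raised on every wild-type array and lowered on every *star1* array.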

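Past the 3-fold rule, 26 of the ART1-regulated genes were up-regulated in the root tips of wild-type rice and 22 in those of the *star1* mutant, and 19 and 15 in the basal root region. In the root tips 3 were past it in the mutant and not in wild-type rice, and in the basal root region 7 were. On the arrays of the *star1* basal root region, 17 of the 31 genes were up 3-fold in both replicates 1 and 2, 14 in both replicates 3 and 4, and 14 on all 4 arrays. Os01g0731600 rose by 29.7, 21.3, 2.81 and 2.73-fold on them and Os01g0919200 by 33.7, 31.9, 5.16 and 3.97-fold, whereas Os03g0304100 changed to 0.286, 0.272, 1.27 and 1.28.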

Although several ART1-regulated genes were also up-regulated in the mutant, the Al-tolerance was severally decreased, indicating that not a single gene, but multiple genes are required to function together for high Al-tolerance in rice.

### Novel Al-tolerance Mechanism in Rice

Among 28 genes only up-regulated in the root tips of the wild-type (Table 2, Table 3), 6 genes are ART1-regulated, indicating that there are other mechanisms for Al-tolerance except ART1-regulated pathway in rice. 

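In the paper, the reasoning runs from the difference in Al-tolerance between the genotypes to the genes that respond in wild-type rice but not in the mutant, and from the share of these genes that ART1 does not regulate to further tolerance mechanisms, which the paper concludes exist. All 28 genes of Table 3 rose on all 4 arrays of wild-type root tips, with means of 2.99- to 16.1-fold (median 3.68), and 27 of them passed the 3-fold rule in wild-type rice and not in the *star1* mutant. In the mutant the means were 0.737- to 2.93-fold (median 1.57), and 10 of the genes rose at least 2-fold. The contrast of genotypes was called for 21 of the 28 genes, over all probes and over the list alone, for 13 with paired arrays averaged, and for all 28 with only the arrays compared in the model or with array weights (limma, Benjamini-Hochberg). The 3 down-regulated genes fell to between 0.272 and 0.329 of the level without Al in wild-type rice and stood at 0.951 to 4.98 in the mutant, with the contrast called for all 3. The study chose the genes of Table 3 on these same arrays, so their difference between the genotypes is not independent evidence.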

Seven genes out of 22 genes belong to unknown function group (Table 3), while other genes are related to transporter (nitrate transporter, iron-regulated transporter), metabolism (nitrate reductase), oxidative stress-responsive genes (germin-like protein), polysaccharide/cell wall metabolism (cell wall invertase, beta-1,3-glucanase precursor) and so on.

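Among the genes of cell-wall and sugar metabolism, the cell wall invertase gene (Os04g0664900) rose by 4.13 ± 0.64-fold in wild-type and 2.51 ± 0.57-fold in *star1* root tips (log2 contrast −0.73, SE 0.29, adjusted p 0.0434, limma with Benjamini-Hochberg, every wild-type array above every mutant array). This call was lost without replicate 1, 2 or 3, with another background correction, with no signal filter, with the scan day as a block and with paired arrays averaged. The contrast was not called for the β-1,3-glucanase genes Os05g0495900 (3.67 ± 0.38- and 2.71 ± 0.50-fold, log2 contrast −0.45, adjusted p 0.461) and Os01g0713200 (3.23 ± 0.62- and 1.55 ± 0.34-fold, −1.07, adjusted p 0.311), nor for Os07g0569100, Os01g0915900, Os11g0211800 and Os01g0319200 (limma, Benjamini-Hochberg). Each of these contrasts was called with only the arrays compared in the model or with array weights. The spread of the main fit includes the *star1* basal root region. A missing call therefore does not by itself show a weak difference in the root tips. The increase of Os01g0713200 in wild-type rice itself, on 4 of 4 arrays, had an adjusted p of 0.0687 (limma, Benjamini-Hochberg).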

Genes encoding nitrate transporter1 (OsNRT1; Os05g0410900) and nitrate reductase (OsNR; Os08g0468100) were up-regulated by 6.9- and 3.0-fold in the root tips of wild-type rice (Table 3). 

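On the 4 wild-type arrays *OsNRT1* rose by 6.90 ± 0.93-fold (log2 2.78, SE 0.24, adjusted p 1.13e-06) and *OsNR* by 3.02 ± 0.37-fold (log2 1.59, SE 0.09, adjusted p 2.25e-08, limma with Benjamini-Hochberg). In *star1* root tips they rose by 2.93 ± 0.38- and 1.44 ± 0.20-fold, also on 4 of 4 arrays. The log2 contrasts were −1.24 (SE 0.34, adjusted p 0.00670) and −1.07 (SE 0.13, adjusted p 8.60e-06, limma with Benjamini-Hochberg). The difference for *OsNRT1* was not called with another background correction, where its log2 contrast was −0.60 (*OsNRT1*, Os05g0410900), nor with paired arrays averaged. The nitrate reductase gene of Table 2, Os02g0770800, rose more in the mutant. Its increase was 8.62-fold in wild-type and 11.0-fold in *star1* root tips (log2 contrast 0.36, adjusted p 0.0286). In the basal root region it was 30.2- and 59.4-fold (0.98, adjusted p 1.41e-05, limma with Benjamini-Hochberg).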

OsNRT1 is a low-affinity transporter for nitrate uptake [30], while OsNR is responsible for the reduction of nitrate to nitrite [31]. Rice takes up nitrogen mainly in the form of ammonium, therefore, it is unlikely that up-regulation of *OsNRT1* and *OsNR* is for enhancing nitrogen uptake. One possibility is that the up-regulation is associated with nitric oxide (NO) production. Nitric oxide is produced from nitrite and a key signal molecule involved in many physiological processes in plants [32]. In fact, addition of exogenous NO enhanced Al-tolerance in rice roots by decreasing the contents of pectin and hemicellulose, increasing the degree of methylation of pectin, and decreasing Al accumulation in root cell walls [32], supporting that up-regulation of OsNRT1 and OsNR is required for Al-tolerance in rice.

Gene encoding iron-regulated transporter 2 (OsIRT2; Os03g0667500) was up-regulated by 3.2-fold (Table 3). 

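The increase of *OsIRT2* in wild-type root tips was 3.16 ± 0.27-fold over 4 of 4 arrays (log2 1.65, SE 0.42, adjusted p 0.0116), with 3.10- to 3.16-fold over its 3 probes, against 0.997 ± 0.099-fold in the *star1* mutant (log2 contrast −1.66, SE 0.60, adjusted p 0.0278, limma with Benjamini-Hochberg). The call in wild-type rice was lost without replicate 1, and the contrast was lost without replicate 1, 3 or 4, with the scan day as a block and with paired arrays averaged. Its changes in the basal root region, of 2.21- to 2.25-fold in wild-type rice, were not called, and the arrays of the mutant gave 0.0804, 0.0582, 0.617 and 0.540. These mutant arrays also enter the spread behind the SEs above, which all 16 arrays share. The array describes Os03g0667500 as iron-regulated transporter 1, whereas the paper names it *OsIRT2*. The values do not settle which name is right, and so not whether *OsIRT1* stayed unchanged.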

Fe uptake is proposed to be mediated through OsIRT1 and OsIRT2 [33]. Interestingly, only IRT2, but not OsIRT1 was up-regulated by Al. Furthermore, this up-regulation seems to be distinct in rice since its homolog is not induced by Al in Arabidopsis, maize, *M. truncatula*, and wheat roots [20]–[27]. 

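Os03g0667300, described on the array as Fe(II) transport protein 1 (iron-regulated transporter 1), had a +Al signal well above background on 0 of 4 arrays in wild-type root tips and 3 in *star1* root tips, and a −Al signal on 1 in each, with mean signal sums of 26.3 and 46.4. The size of a change was hard to measure there. The change in wild-type root tips was not called (log2 −0.62, adjusted p 0.0685, lower on 4 of 4 arrays), and the increase in *star1* root tips was (log2 1.20, adjusted p 0.000217, higher on 4 of 4 arrays, contrast to wild-type rice 1.82, adjusted p 0.000183, limma with Benjamini-Hochberg). In the basal root region, where both channels were well above background on 4 of 4 arrays of each genotype, it fell to 0.507 ± 0.108 in wild-type rice (adjusted p 0.00506), a call lost without replicate 2 and with paired arrays averaged, and to 0.190 ± 0.059 in the mutant (adjusted p 1.49e-07, each on 4 of 4 arrays, limma with Benjamini-Hochberg). Of the 8 loci with an iron-regulated protein or IRT in their description, 7 passed the filter and 1 was up-regulated 3-fold in wild-type root tips.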

Al inhibits Fe uptake [34], therefore up-regulation of OsIRT2 is necessary for increasing Fe uptake.

Genes related with secondary metabolism were also up-regulated by Al. Chalcone synthase (CHS, EC 2.3.1.74) is a key enzyme of the flavonoid/isoflavonoid biosynthesis pathway. 

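The chalcone synthase gene Os07g0214900 rose on 4 of 4 wild-type root tip arrays with an SD of 0.24 around a mean of 4.35-fold (log2 2.12, SE 0.24, adjusted p 1.67e-05), and by 2.04 ± 0.20-fold in the *star1* mutant (log2 contrast −1.10, SE 0.34, adjusted p 0.0134, limma with Benjamini-Hochberg). That contrast was not called with the scan day as a block or with paired arrays averaged. Another locus described as a chalcone synthase, Os07g0526400, went the other way. It rose at least 702-fold in *star1* root tips (log2 contrast 7.87, adjusted p 2.24e-09, limma with Benjamini-Hochberg). A stronger response in wild-type rice therefore holds for Os07g0214900 and not for chalcone synthase genes in general.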

A gene encoding this enzyme was up-regulated by 4.4-fold (Table 3). CHS is quite commonly induced in different plant species under different forms of stress like UV, wounding, herbivory and microbial pathogens, resulting in the production of compounds that have e.g. antimicrobial activity (phytoalexins), insecticidal activity, and antioxidant activity or quench UV light directly or indirectly [35]. CHS expression causes accumulation of flavonoid and isoflavonoid. On the other hand, 4-Coumarate:CoA ligase has a pivotal role in the biosynthesis of plant secondary compounds at the divergence point from general phenylpropanoid metabolism to several major branch pathways [36]. 

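The 4-coumarate:CoA ligase-like gene of Table 3 (Os04g0683700) was up-regulated by 3.38 ± 0.16-fold in the root tips of wild-type rice (log2 1.76, SE 0.37, adjusted p 0.00306, 4 of 4 arrays) and by 1.80 ± 0.084-fold in those of the *star1* mutant. The difference between the genotypes was not called (log2 contrast −0.91, SE 0.52, adjusted p 0.154, limma with Benjamini-Hochberg) although the arrays of the groups did not overlap. It was called with only the arrays compared in the model and with array weights. It was also called with the slide as a random block, whose correlation the slide layout could hardly measure. The main fit shares 1 spread per probe with the *star1* basal root region, whose pairs of arrays differed by robust SDs of 1.01–1.03. The SE of 0.52 therefore includes arrays outside this comparison.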

Al is known to induce peroxidation and ROS formation in rice roots [37], [38]. Increased secondary metabolites such as flavonoids may increase anti-oxidative capacity, subsequently alleviating Al-toxicity. In line with this aspect, a gene encoding germin-like protein (OsGLP; Os03g0804500) was also up-regulated (Table 3). 

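*OsGLP* rose by 4.69 ± 0.50-fold on the wild-type root tip arrays (log2 2.22, SE 0.26, adjusted p 1.89e-05, 4 of 4 arrays) and stood at 1.10 ± 0.26-fold in the *star1* mutant, with a log2 contrast of −2.12 (SE 0.36, adjusted p 0.000162, limma with Benjamini-Hochberg).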

Germin-like proteins (GLPs) constitute a diverse family of ubiquitous plant glycoproteins [39]. Many GLPs have manganese-containing superoxide dismutase (SOD) activity [40], [41]. The SOD activities catalyze the dismutation of superoxide into oxygen and hydrogen peroxide. In this study, OsSOD was not up-regulated in rice roots after short exposure to Al stress (Table 3, Table 4, Table S2, S3), indicating OsSOD might not function in rice root after short exposure to Al stress. Thus, OsGLP might function as SOD. Furthermore, the H_2_O_2_ produced by OsGLPs is detoxicated by peroxiredoxin (PrxR) and thioredoxin (Trx) because they are only up-regulated antioxidant genes in rice root tips (Table S2). These results suggested that OsGLP, OsPrxR and OsTrx function as major ROS-scavenging enzymes in the rice roots after short exposure to Al stress.

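Of 11 loci described as superoxide dismutase, 10 passed the filter, and none was up-regulated 3-fold in any of the 4 groups by the rule or by limma with Benjamini-Hochberg correction. At an adjusted p under 0.05 alone, smaller changes in both directions passed in wild-type rice. Os01g0284500 rose by 1.28 ± 0.075-fold in wild-type root tips (log2 0.36, SE 0.12, adjusted p 0.0424) and by 2.00 ± 0.18-fold by another probe in those of the *star1* mutant (log2 0.99, adjusted p 2.62e-06), and Os05g0323900 by 1.33 ± 0.15-fold in the wild-type basal root region (log2 0.40, adjusted p 0.0205), each on 4 of 4 arrays (limma, Benjamini-Hochberg). The decrease of Os01g0284500 in the wild-type basal root region was larger, to 0.662 ± 0.145 with the probe that rose in the root tips (log2 −0.62, adjusted p 0.00136, 4 of 4 arrays, limma with Benjamini-Hochberg), and its call was lost only with paired arrays averaged. Both wild-type increases lost their call under several alternatives, among them the omission of replicate 2 or 4 and the averaging of paired arrays. Os06g0115400 fell to 0.232 ± 0.036 in the root tips and 0.164 ± 0.063 in the basal root region of the mutant (log2 −2.12 and −2.68, adjusted p 6.29e-09 and 4.81e-10, limma with Benjamini-Hochberg, 4 of 4 arrays).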

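The peroxiredoxin gene Os07g0638400 rose by 6.79 ± 0.80-fold in wild-type root tips (log2 2.76, SE 0.39, adjusted p 0.000139, 4 of 4 arrays), and by 23.8 ± 3.45-fold with the same probe in *star1* root tips (log2 contrast 1.81, SE 0.56, adjusted p 0.0126, limma with Benjamini-Hochberg). It was the only one of the 5 peroxiredoxin loci past the filter to reach 3-fold in wild-type root tips. On the arrays of the *star1* basal root region the same probe of Os07g0638400 gave 17.6, 15.4, 2.61 and 2.01-fold. Of 55 thioredoxin loci, 45 passed the filter. Os07g0190800 rose by 4.60 ± 0.69-fold in wild-type root tips (log2 2.19, SE 0.29, adjusted p 7.15e-05, 4 of 4 arrays) without a called difference from the mutant (log2 contrast −0.24, adjusted p 0.654), and Os03g0326500 rose by 8.27 ± 0.92-fold in the mutant (log2 contrast 2.21, adjusted p 1.06e-09, limma with Benjamini-Hochberg). The increases of Os07g0638400 and Os07g0190800 in wild-type rice were not called with paired arrays averaged.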

Among genes up-regulated by Al only in the basal region of wild-type rice, some are related to polysaccharide/cell wall metabolism, including genes encoding glycoside hydrolase (GH; Os02g0802200) and glycosyl transferases (GTs; Os04g0506800, Os04g0477500) (Table 4). 

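In the basal root region of wild-type rice, Os02g0802200 rose by 3.34 ± 0.43-fold (log2 1.73, SE 0.07, adjusted p 9.94e-10), Os04g0506800 by 5.21 ± 0.76-fold (log2 2.37, SE 0.22, adjusted p 2.49e-06) and Os04g0477500 by 3.16 ± 0.29-fold (log2 1.65, SE 0.11, adjusted p 6.55e-08), each on 4 of 4 arrays. The log2 contrasts to the *star1* mutant were −0.92 (SE 0.10), −1.29 (SE 0.31) and −1.24 (SE 0.15), with adjusted p 2.87e-06, 0.00242 and 6.54e-06 (limma, Benjamini-Hochberg). In the mutant the means were 1.76 ± 0.17- and 1.37 ± 0.35-fold for Os02g0802200 and Os04g0477500. For Os04g0506800 the mutant arrays gave 1.35, 1.18, 3.86 and 3.23-fold, so replicates 3 and 4 were past 3-fold, and its contrast was not called with paired arrays averaged. Over the 50 up-regulated genes of Table 4, the response was 2.95- to 10.2-fold in wild-type rice (median 3.59) and 0.0621- to 2.59-fold in the mutant (median 1.02). The contrast was called for 49, and for 39 with paired arrays averaged. All 50 were called with the slide as a random block, whose correlation the slide layout could hardly measure. These genes too were chosen in the study on the same arrays, so the count is not independent evidence.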

Glycoside hydrolases (GHs) catalyze the hydrolysis of the glycosidic linkage to release smaller sugars [42]. Glycosyl transferases (GTs) catalyze the transfer of sugar moieties from activated donor molecules to specific acceptor molecules, thereby forming glycosidic bonds [43]. Al causes the thickening and rigidification of cell walls [44]. Increased expression of OsGH and OsGTs may contribute to the cell wall synthesis, hence alleviating the Al-induced inhibition of longitudinal cell expansion.

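Among the 43 down-regulated genes of Table 4, the fold changes in wild-type rice were 0.0475 to 0.347 (median 0.237) and those in the *star1* mutant 0.882 to 50.9 (median 2.25). The contrast of genotypes was called for 40 of them, for 34 with paired arrays averaged and for all 43 with normexp and loess or with the slide as a random block. For Os05g0149400 the level fell to 0.305 ± 0.099 of that without Al in wild-type rice (log2 −1.77, SE 0.25, adjusted p 0.000106, 4 of 4 arrays) and rose in the mutant, by 4.94, 3.23, 2.94 and 1.90-fold on the arrays (log2 contrast 3.39, SE 0.35, adjusted p 9.71e-07, limma with Benjamini-Hochberg).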

Gene encoding 1-aminocyclopropane-1-carboxylate oxidase (OsACC; Os05g0149400) was down-regulated in the basal root (Table 4). OsACC is related to biosynthesis of ethylene. Ethylene production is associated with inhibition of root elongation in *Lotus japonicus* and *M. truncatula* [45]. Down-regulation of OsACC may prevent further inhibition of root growth caused by Al. The association between other genes and Al-tolerance remain to be examined in future.

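Across all alternatives tried, the difference between wild-type rice and the *star1* mutant kept its direction and its call for the nitrate reductase, germin-like protein and 1-aminocyclopropane-1-carboxylate oxidase genes named in Tables 3 and 4, and for the glycoside hydrolase gene and the glycosyl transferase gene Os04g0477500. Of the 434 gene and group values named from these arrays, 426 passed the signal filter. When paired arrays were averaged, 301 of them kept their call, 80 lost it and 45 had none with or without the averaging.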

As a conclusion, our comparative genome-wide transcriptional analysis reveals that there are other mechanisms for Al-tolerance except for ART1-regulated one in rice including those related to nitrogen assimilation, secondary metabolite synthesis, cell-wall synthesis and ethylene synthesis. Although the exact roles of these putative tolerance genes remain to be examined, our data provide a platform for further work on Al-tolerance in rice.

## Supporting Information

Table S1 **Primer sequences used for quantitative real-time PCR.**
(XLS) Click here for additional data file.

Table S2 **Genes up-regulated in the root tips of both the wild-type and** ***star1*** **mutant.**
(XLS) Click here for additional data file.

Table S3 **Genes up-regulated in the basal root regions of both the wild-type and** ***star1*** **mutant.**
(XLS) Click here for additional data file.

Table S4 **Genes down-regulated in the root tips of both the wild-type and** ***star1*** **mutant.**
(XLS) Click here for additional data file.

Table S5 **Genes down-regulated in the basal roots of both the wild-type and** ***star1*** **mutant.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

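The Al response was measured on 16 two-colour Agilent 44K rice arrays, 4 for each of 4 groups: root tips (0–1 cm) and basal root region (1–2 cm) of wild-type rice and of the *star1* mutant. Seedlings were exposed to 20 µM AlCl_3_ for 6 h in 0.5 mM CaCl_2_ at pH 4.5, with 0 µM as the control, and 20–30 plants made up a sample. The labels give 4 replicates per group and the paper 3. All 4 were used, since the paper's printed means and SDs were matched by all 4 arrays for most genes and by any set of 3 for few.

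From the scans, the authors deposited the intensity of each spot and of its background, and the processed signal that Feature Extraction made from it by subtraction of the background, spatial detrending, surrogate values for dim spots and linear and lowess dye normalization within each array. The deposited files also hold the log10 ratio of Cy5 to Cy3. A further deposited table gives the log10 ratio of +Al to −Al rounded to 2 decimals. Set against each array, it was the log10 ratio turned by the dye swap on 100% of the spots. From the deposited processed signals, log2 responses were computed here as log2 of the +Al over the −Al signal.

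Control spots and spots without a RAP locus were left out, probes spotted more than once were averaged, and a mean needed at least 2 arrays. The authors' filter was applied as a mean signal sum of at least 500 in at least 1 group. Fold changes were averaged arithmetically over the arrays of a group, as in the paper, and a locus counted when any of its probes reached 3-fold or 0.333. Tests used limma 3.58.1 in R 4.3.3 on the log2 responses of all 16 arrays, with a mean for each group, 1 spread per probe for all groups and Benjamini-Hochberg correction over the 26699 probes. A locus was called in a group at an adjusted p under 0.05 and a log2 mean change of at least 3-fold, and a contrast of genotypes or regions at an adjusted p under 0.05. Where a locus has more than 1 probe, it was called when any probe was, so that it can count in both directions. Shared loci were tested with Fisher's exact test over the 18208 loci past the filter, and shares of unknown function were given with 95% Wilson intervals. Loci counted as of unknown function when their description on the array names a hypothetical, unknown, uncharacterized, unclassifiable or non-protein coding product. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and statmod 1.5.0 in R, were used for the remaining steps.

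Where a channel was well above background on no array of a group, a fold change is given as a bound. It sets the mean log2 signal of the brighter channel against that of the dim channel, raised on each array to the lowest signal of any probe well above background where it was lower.

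Genes named in the text were set by a rule fixed before the data were examined: every gene of Tables 2, 3 and 4 and every gene the paper names with a RAP identifier, the members with the largest change each way of the gene families the paper discusses, and in each group the 3 called loci with the largest log2 change each way that moved in the same direction on all arrays. This gave 434 values of a gene in a group.

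The median signal over background of an array was 4.55–16.4 in the +Al channel (median 8.45) and 6.91–15.7 in the −Al channel (median 9.73). At most 2 spots per array were saturated. The number of arrays limits the precision of each mean and of each SD. In wild-type root tips 3 arrays were on 1 slide and 1 on another, and each further group had a slide of its own. The replicate numbers of the labels were checked as pairs. Arrays of *star1* root tips and *star1* basal root region with the same number deviated together from their group means at r 0.137–0.197. Replicate 1 of one with 2 of the other, and 3 with 4, did so as much (r 0.159–0.219). A pairing by number is therefore not shown.

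The steps were tested on simulated data with 200 changed loci or probes. All simulated changes lay past the 3-fold limit, and the arrays were drawn independently, without the pairs seen in the data. The test therefore gives neither the recovery near the limit nor the error rates with paired arrays. The 3-fold rule recovered 100% of the changed loci with 0 false loci of 20000, which the small simulated spread made all but certain. The limma calls recovered 95.5–98.0% with at most 1 false call of 26631 probes where all groups had the same spread. Where the simulated *star1* basal root region had a larger spread of its own, 93.0% were recovered in it with 198 false calls, against 62.5% with 2 false calls when only the arrays compared entered the model. At an adjusted p alone, 2565 probes were false in it, against 8, and the contrast of genotypes in the basal root region called 674 and 690 false probes, with the changes in wild-type rice and in the mutant, against 67 and 72.

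Alternatives set before the data were examined covered the background and dye correction (normexp with an offset of 50 and loess), the deposited ratio table, each replicate left out in turn, the signal filter (none, a sum of 1000, a sum of 500 in the group itself, or spots well above background), the geometric mean, thresholds of 2.95 and 0.35, probes in place of loci, the mean over a locus's probes, a dye term, a block for replicate number, slide or scan day, only the arrays compared, array weights, and a trended robust prior. Added after the values were seen were the averaging of paired arrays, the filter in the group itself together with thresholds of 2.95 and 0.35, and the scaling of *OsSTAR1* signals to the 75th percentile. Quantitative PCR and root length were not used here, and the functional categories other than unknown function were left out because the paper assigned them by hand.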

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

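The tests of dim loci on arrays not used to choose them and of dye bias for *OsNrat1* were chosen only after the result was seen, and the other tests of this part before.

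Some genes had 1 array far from the other 3. Of 144 sets of 4 arrays, 3 had a gap above the limit of Dixon's ratio, where chance gives 7.2. Os01g0178300 rose by 5.95-fold in replicate 2 of the wild-type basal root region and by 13.4- to 14.0-fold in the others. Os09g0426800 rose by 5.48-fold in replicate 3 of *star1* root tips against 4.37- to 4.42-fold, and Os03g0126900 by 8.54-fold in replicate 2 of the wild-type basal root region against 7.56- to 7.62-fold. The number is below that given by chance, so no further explanation was tested, and the mean of each gene includes the array.

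The Al response differed between the genotypes for 11075 loci in the root tips and 12639 in the basal root region, and between the regions for 2541 loci in wild-type rice and 11979 in the *star1* mutant, by contrasts with limma and Benjamini-Hochberg correction. Of the 35 ways to part the 8 arrays of a comparison into 4 and 4, only 1, the real one, called as many loci, in each of the first 3 comparisons, which argues against chance if the 4 arrays of a group are independent samples. If each pair of arrays were 1 sample, too few splits would remain to exclude chance. Between the regions of the mutant, where arrays of the same number deviate together, only 8 splits part all such pairs, the real 1 alone called as many loci, and 8 are too few to exclude chance. The counts for the basal root region and for the regions of the mutant include replicates 1 and 2 of the *star1* basal root region, whose +Al channel lay nearest to that of *star1* root tips. No slide held more than 1 group, so a slide effect and an effect of genotype or region cannot be told apart for these counts. Only wild-type root tips had 2 slides. There, replicate 4, alone on its slide, differed from the others by robust SDs of 0.083–0.105, against 0.079–0.102 among those 3. A biological difference between the genotypes or regions stays among the open explanations. Within groups, the real signs were the only 1 of 8 sign patterns of the arrays to call as many loci in each of wild-type root tips, wild-type basal root region, *star1* root tips and *star1* basal root region, but 8 patterns are too few to exclude chance this way.

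*OsNrat1* (Os02g0131800) rose on every array of wild-type rice and fell on every array of the mutant, with log2 contrasts of −3.42 in the root tips and −4.43 in the basal root region (adjusted p 7.19e-10 and 4.57e-11). The allyl alcohol dehydrogenase gene (Os12g0227400) did so in the basal root region (−4.35, adjusted p 2.10e-09, limma with Benjamini-Hochberg, 8 of 8 arrays for each). For *OsNrat1* in the root tips, which include none of the *star1* basal arrays, the direction held under every alternative tried. The ratio is formed within each array. In wild-type root tips it was 8.15-, 8.06- and 7.48-fold on 1 slide and 7.68-fold on the second. Dye bias would turn the direction with the dye, but each group kept its direction in both orientations, and the log2 contrast was −3.38 in the orientation where it was smaller. This argues against dye bias. The opposite direction in the root tips of the genotypes is thus measured on all 8 arrays, and a response that depends on the genotype is the biological hypothesis for it, found and tested on the same arrays. No slide held both genotypes.

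Some loci past the 3-fold rule appear in none of Tables 2–4 and S2–S5: 213 of 469 in wild-type root tips and 112 of 339 in the wild-type basal root region. In wild-type root tips, 226 up-regulated loci have a signal sum under 500 in that group. All 4 arrays of 99.6% of their 263 probes moved the same way, but the mean over these arrays also chose the loci, so this does not test noise near background. On arrays not used to choose the loci, noise near background would leave chosen probes up about as often as other dim probes. Of 318 dim probes 3-fold up on replicates 1 and 2, 98.4% were up on both replicates 3 and 4, against 32.3% of the other dim probes, and of 242 chosen on replicates 3 and 4, 99.2% on both replicates 1 and 2, against 36.8%. On the other pair 67.3% and 88.4% reached 3-fold. This argues against noise as the source of these loci as a set, while a background error shared by all arrays was not tested and the size of the change is uncertain for 70 probes whose −Al signal was above background on no array.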

How the results depend on the processing

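The settings that average paired arrays, that join the group's own signal filter with thresholds of 2.95 and 0.35, and that scale signals to the 75th percentile were chosen only after the results were seen, and the other settings before the data were examined. The cause of a change was not tested except where a setting tests fewer probes or fewer values.

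Of 78 results compared under normexp background and loess, 35 moved past 1.5 times or past their interval. The setting shifted the median log2 ratio of an array by up to 0.22. Up- and down-regulated loci numbered 235 and 10 in wild-type root tips and 100 and 91 in the wild-type basal root region, and down-regulated loci 922 in *star1* root tips and 861 in the *star1* basal root region. Of the loci up-regulated in the root tips, 211 were shared by the genotypes and 24 in wild-type rice only, and of those down-regulated 8, 2 and 914 were shared, in wild-type rice only and in the mutant only. Basally, 64 up-regulated loci were shared, and the down-regulated ones were 22 shared, 69 in wild-type rice only and 839 in the mutant only. Between the regions of wild-type rice, 51 up-regulated loci were shared, 184 in root tips only and 49 in the basal root region only, with 3 shared and 7 in root tips only among those down-regulated. In the mutant 619 up-regulated loci were in the basal root region only, and down-regulated loci were 303 shared, 619 in root tips only and 558 in the basal root region only. The limma calls were 228 and 10, 100 and 93, 933 (*star1* root tips, down) and 1140 (*star1* basal, down), and 722 loci of wild-type rice responded more in the basal root region. Past the rule in *star1* and not in wild-type root tips were 6 ART1-regulated genes, and 1 down-regulated gene of Table 3 was past it in wild-type rice alone. Unknown function took 26.8% of the up-regulated loci of wild-type root tips and 28.9% of the down-regulated loci of the *star1* basal root region.

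With no signal filter, which adds dim probes, 29 of 78 results moved. Down-regulated loci numbered 75 and 226 in wild-type root tips and basal root region and 2649 and 2516 in those of the mutant, and 3525 were up-regulated in *star1* root tips. In the root tips 83 up-regulated loci were in wild-type rice only and 3069 in the mutant only, and 47, 28 and 2602 down-regulated ones were shared, in wild-type rice only and in the mutant only. Basally, 96 up-regulated loci were in wild-type rice only, and 79 down-regulated ones were shared and 2437 in the mutant only. Between the regions, 153 up-regulated loci of wild-type rice were in the basal root region only, 24, 51 and 202 down-regulated ones were shared, in root tips only and in the basal root region only, and in the mutant 1269 and 1487 up-regulated and 1585 and 1452 down-regulated loci were in 1 region only. The limma calls downward were 85, 228, 2749 and 3135. Shares of unknown function rose to 40.6% and 40.8% in *star1* root tips and to 36.9% and 40.7% in the *star1* basal root region.

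With the filter applied in the group itself (signal filter in the group itself), which tests fewer probes, 24 of 78 moved. Wild-type rice had 208 and 15 loci in root tips and 118 up-regulated in the basal root region. Shared and wild-type only loci were 177 and 31 upward and 11 and 4 downward in the root tips, 70 upward (shared) and 65 downward (wild-type only) in the basal root region. Between the regions of wild-type rice, 47 were shared and 161 in root tips only upward, and 5 and 10 downward. The limma calls were 199 and 15, and 113 up-regulated in the basal root region, and 2814 loci responded more in *star1* root tips and 840 less in the wild-type basal root region than in the root tips. ART1-regulated genes higher in the mutant fell to 5 in each region, with 3 showing no difference in the root tips, and 7 were past the rule in *star1* and not in wild-type root tips. Shares of unknown function in wild-type root tips were 26.0% and 20.0%. Joined with thresholds of 2.95 and 0.35, which moved 13 of 52, this filter gave 215 and 21 loci in wild-type root tips and 124 up-regulated in the basal root region, 183 and 75 up-regulated loci shared by the genotypes in the root tips and in the basal root region, 5 and 68 down-regulated in wild-type rice only, 50 upward and 7 downward shared by the regions of wild-type rice with 165 up-regulated in root tips only, 7 ART1-regulated genes past the rule in *star1* and not in wild-type root tips, and 26.0% and 19.0% of unknown function. A signal sum of 1000 moved 3 of 78: 11 down-regulated loci shared in the root tips, 65 up-regulated in the wild-type basal root region only, and 1 ART1-regulated gene past the rule in *star1* and not in wild-type root tips. Probes in place of loci moved only shares of unknown function, 26.6% (wild-type root tips, up), 30.6% and 33.5% (*star1* root tips) and 29.1% and 30.9% (*star1* basal root region).

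With pairs of arrays averaged, which leaves 2 values per group, 13 of 78 moved, all toward fewer calls: down-regulated limma calls of 19 and 85 in wild-type root tips and basal root region, 4251 loci lower in *star1* root tips, 3623 and 4515 higher and lower in the *star1* basal root region, 68 and 241 in the basal root region of wild-type rice against its root tips and 3814 and 3528 in that of the mutant. No difference was called for 12 ART1-regulated genes in the root tips and 11 in the basal root region, where 7 were higher in the mutant, and 13 of the up-regulated genes of Table 3 kept a called contrast. Of the 426 named values tested, 301 kept their call, 80 lost it and 45 were called in neither fit.

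The difference between the regions of wild-type rice (1175 loci higher and 1366 lower in the basal root region) moved most with the model. Leaving out 1 replicate at a time, which leaves fewer arrays, gave 508 to 592 higher and 803 to 923 lower. A dye term gave 1959 higher. The slide as a random block gave 4809 and 4019, only the arrays compared 4282 and 3645, and array weights 5256 and 4360. These 3 settings also left 3 ART1-regulated genes without a called difference in the root tips, and the slide as a random block left 2 in the basal root region. Calls gained with the slide as a random block rest on a correlation that the slide layout could hardly measure. Counts of calls between these regions are therefore uncertain in size. The main fit shares 1 spread per probe with the *star1* basal root region. With only the arrays compared that group is left out, and with array weights its replicates 1 and 2 hardly entered. Its spread may thus lower the main counts between the regions of wild-type rice.

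A replicate block gave 1986 loci higher in the basal root region of wild-type rice and moved no other count past 1.5 times. Arrays of the same number correlated at r −0.23 to 0.20 after removal of the group means, with 4 of 24 over 0.1, all 4 in the mutant. Between the root tips of the 2 genotypes r was −0.23 to −0.20, at least as large in size. The values therefore do not show that the numbers pair any groups.

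Array weights reversed 2 called values in the *star1* basal root region, Os01g0652100 (log2 −0.22, 0.50 without weights) and Os10g0578800 (0.20, −0.68 without weights). The weights of its arrays were 0.0282, 0.0266, 0.964 and 2.25, so that replicates 1 and 2 hardly entered. No other setting reversed a called value.

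After scaling to the 75th percentile of each channel, the *OsSTAR1* signal without Al was still higher in the mutant, by 0.74 and 0.65 in the root tips and 0.74 and 0.80 in the basal root region.

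The deposited ratio table and the filter on spots well above background, which removed no probe, moved none of 78 results, and the geometric mean and thresholds of 2.95 and 0.35 none of 52. The mean over a locus's probes moved none of 40, and the scan day as a block and the trended robust prior none of 26. Leaving out a replicate changed the counts of loci by the rule to 414–461 and 34–40 in wild-type root tips, 183–203 and 142–159 in the wild-type basal root region, 2299–2383 and 1624–1703 in *star1* root tips and 2329–2727 and 1433–1957 in the *star1* basal root region. Of the 426 named values tested, 20, 22, 9 and 9 lost their call without replicates 1, 2, 3 and 4, 16 with the scan day as a block, 11 with normexp and loess and 11 with only the arrays compared. Of the values otherwise not called, 37 were called with the slide as a random block and 35 with array weights. Results for 3 arrays chosen to match the paper were not run, because no set of 3 matched it. Probes near background limit the size of large fold changes more than their direction.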

Differences from the paper's values

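The settings named here were set before the data were examined, except the averaging of paired arrays and the group's own filter joined with thresholds of 2.95 and 0.35, which were chosen only after the results were seen. Of 977 values compared, none of 944 fold changes differed from the paper's by more than the spread and 1.5 times, and 11 of 33 counts and shares did. For each count, 14 settings were compared.

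In wild-type root tips, 434 loci were up-regulated and the paper's number is 213. With normexp and loess (235) and with the signal filter in the group itself (208) the values no longer differ, and under the other 12 they do. For the down-regulated loci, 35 against the paper's 21, a signal sum of 1000 (24) and the group's own filter (15) do not differ and the other 12 do. In the wild-type basal root region, 194 loci were up-regulated against the paper's 126. Normexp and loess (100), the omission of replicate 1 (183), a signal sum of 1000 (149), the group's own filter (118), the geometric mean (183) and the mean over a locus's probes (187) do not differ and the other 8 do.

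Loci up-regulated in the root tips of wild-type rice only numbered 47 against the paper's 28. Normexp and loess (24), the omission of replicate 1 (41), a signal sum of 1000 (38) and the group's own filter (31) do not differ, and the other 10 do. Those up-regulated in the root tips of both genotypes numbered 387 against the paper's 185, and normexp and loess (211) and the group's own filter (177) do not differ, while the other 12 do. For those down-regulated in wild-type root tips only, 14 against the paper's 3, the values with normexp and loess (2) and the group's own filter (4) do not differ and the other 12 do.

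Basally, 143 loci were up-regulated in both genotypes against the paper's 76. Normexp and loess (64), a signal sum of 1000 (108) and the group's own filter (70) do not differ and the other 11 do. Down-regulated in wild-type rice only were 104 against the paper's 43, and all 14 settings differ. Down-regulated in both were 41 against the paper's 69. The omission of replicate 3 (50), no signal filter (79), the geometric mean (53), thresholds of 2.95 and 0.35 (49) and probes in place of loci (50) do not differ, and the other 9 do.

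Shared by the regions of wild-type rice were 96 up-regulated loci against the paper's 49, and 14 down-regulated against the paper's 7. Normexp and loess (51) and the group's own filter (47) do not differ for the former, and a signal sum of 1000 (10) and the group's own filter (5) for the latter, while the other 12 differ for each.

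The group's own filter with thresholds of 2.95 and 0.35, chosen after seeing the values, gave 215 and 21 loci in wild-type root tips, 124 and 111 in the wild-type basal root region, 32 (wild-type only) and 183 (both) up-regulated in the root tips, 75 up-regulated in both genotypes in the basal root region and 50 and 7 shared by the regions of wild-type rice, none of which differ from the paper's. In *star1* root tips it gave 2018 up-regulated and 1518 down-regulated loci, against the paper's 2015 and 1521. The *star1* basal root region had 2406 and 1666, against 2419 and 1663. The paper may thus have used a filter of this kind, though some counts leave that open. Under it, 5 loci down-regulated in wild-type root tips only, 68 down-regulated in the wild-type basal root region only and 43 in both still differ. So does the share of unknown function among the down-regulated loci of wild-type root tips, 19.0% against the paper's 33.3%, where the value without these changes, 34.3%, does not. Averaging paired arrays, also chosen after seeing the values, removed the difference only for the up-regulated loci of the wild-type basal root region (189).

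The paper lists 69 genes in Table S5 as down-regulated in the basal root region of both genotypes. In the *star1* mutant the measured means of 44 of them were at or under 0.333 and those of 25 were not, at 0.340 to 0.816, and in wild-type rice 60 were and 9 were not, at 0.333 to 0.349. The means printed in the paper put 23 of the genes above 0.35 in the mutant and none in wild-type rice. For Table S2, 183 of 185 genes measured at least 3-fold in the mutant (the other two 2.66 and 2.87) and 179 in wild-type rice, for Table S3 75 and 71 of 76, and for Table S4 16 and 12 of 18 were at or under 0.333.

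The paper names 6 ART1-regulated genes as up-regulated in root tips of wild-type rice only. By the 3-fold rule Os01g0652100 was the 7th, at 3.31 ± 0.40-fold in wild-type rice and 2.55 ± 0.41-fold in the mutant. It gives 11 ART1-regulated genes as more strongly induced in the mutant, 13 as less and 7 as similar, and the contrast called 12, 11 and 6 of the 29 tested. The paper calls all 28 genes of Table 3 up-regulated in wild-type rice only. The contrast of genotypes called 21 of them, 13 with paired arrays averaged, and all 28 with only the arrays compared or with array weights.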

Other observations

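The tests of paired arrays, of dye, noise, −Al RNA, a weaker response, nearness to *star1* root tips and an exchange, and of *OsSTAR1* brightness were chosen only after the result was seen, and the slope on the region difference was set before.

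Once the dye effect was removed, the pairing of replicates 1 and 2 and of 3 and 4 had the smallest summed differences in 4 of 4 groups, though in wild-type root tips replicates 1 and 3 were as close as 3 and 4. Each pair holds 1 array of each dye orientation. One candidate explanation is that each pair of arrays is a dye swap of the same 2 RNA samples, and then 2 and not 4 independent samples would stand behind each mean. The number of groups restates what was seen and so tests nothing, and the explanation stays open. A shared day of growth or labelling for the 2 arrays would give the same pattern and was not tested. The paper's text does not name such pairs.

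Replicates 1 and 2 of the *star1* basal root region differed from replicates 3 and 4 in 2877 and 3006 against 1482 and 1547 down-regulated loci. Dye bias would bring arrays of the same orientation together, but the highest r between arrays of different pairs was 0.717. Noise of the arrays is argued against by the lowest r within a pair, 0.993. A different −Al RNA is argued against by the −Al channel, where the largest SD between the pairs was 0.286. A weaker form of the same response in replicates 3 and 4 would keep r near that within pairs, and the lowest r between pairs was 0.715. What remains open is the +Al RNA of replicates 1 and 2. If it came from root tips, loci that differ between the regions without Al would shift toward the root tip level, and the slope reached 0.70 in these arrays. The +Al channel also lay within an SD of 0.413 of that of *star1* root tips. This was near, but outside the 0.144–0.319 found between channels of the same label, the +Al channel of the *star1* basal root region left out. These values leave open that the +Al RNA of replicates 1 and 2 came wholly or partly from *star1* root tips. A wrong label, a shifted border of dissection or a mixture could each be the way, and the values do not decide between them. An exchange with the root tip arrays would leave root tip channels nearest to basal RNA, and 0 were found, so an exchange within these arrays (exchange of +Al RNA between star1 root tips and star1 basal roots) has no partner, while a single wrong label needs none. A strong change of the basal root region toward the root tip profile under Al in some plants of the mutant is a biological explanation that the design leaves open. The label was kept, so counts and means of the *star1* basal root region, and its contrasts, include these arrays.

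The signal of *OsSTAR1* without Al was higher in the *star1* mutant in both regions. If brighter arrays of the mutant were the cause, the difference would vanish when each channel is set against its own 75th percentile, but the smallest of the 4 log2 differences was then 0.65. This argues against overall brightness as the whole cause. Slide and genotype coincide, so a slide effect on these probes may remain. An altered transcript level in the mutant was not tested.

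The 5 slides of these arrays had a consensus correlation of −0.31 between arrays of the same slide after removal of the group means. Apart from wild-type root tips, each group had 1 slide, so removing its mean also removed any slide effect. The value therefore cannot show whether arrays of a slide are alike. Calls gained with the slide as a random block rest on it.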
